# Regulation of prefrontal cortex myelination by the microbiota

**DOI:** 10.1038/tp.2016.42

**Published:** 2016-04-05

**Authors:** A E Hoban, R M Stilling, F J Ryan, F Shanahan, T G Dinan, M J Claesson, G Clarke, J F Cryan

## Abstract

The prefrontal cortex (PFC) is a key region implicated in a range of neuropsychiatric disorders such as depression, schizophrenia and autism. In parallel, the role of the gut microbiota in contributing to these disorders is emerging. Germ-free (GF) animals, microbiota-deficient throughout life, have been instrumental in elucidating the role of the microbiota in many aspects of physiology, especially the role of the microbiota in anxiety-related behaviours, impaired social cognition and stress responsivity. Here we aim to further elucidate the mechanisms of the microbial influence by investigating changes in the homeostatic regulation of neuronal transcription of GF mice within the PFC using a genome-wide transcriptome profiling approach. Our results reveal a marked, concerted upregulation of genes linked to myelination and myelin plasticity. This coincided with upregulation of neural activity-induced pathways, potentially driving myelin plasticity. Subsequent investigation at the ultrastructural level demonstrated the presence of hypermyelinated axons within the PFC of GF mice. Notably, these changes in myelin and activity-related gene expression could be reversed by colonization with a conventional microbiota following weaning. In summary, we believe we demonstrate for the first time that the microbiome is necessary for appropriate and dynamic regulation of myelin-related genes with clear implications for cortical myelination at an ultrastructural level. The microbiota is therefore a potential therapeutic target for psychiatric disorders involving dynamic myelination in the PFC.

## Introduction

In mammals, the prefrontal cortex (PFC) is essential in emotional learning, has a prominent role in fear and anxiety processes and has been implicated in the regulation of the hypothalamic–pituitary–adrenal axis.^1, 2^ Along with the amygdala, the PFC comprises a central neuronal circuit underlying emotional regulation^3^ and also facilitates memory storage, behavioural flexibility and attention. The PFC is thus a very dynamic brain region, and its dysfunction is deeply implicated in many neuropsychiatric and neurodevelopmental disorders such as schizophrenia and autism spectrum disorders.^4, 5^ Over the past decade, a growing body of preclinical studies have highlighted the prominent role of the gut microbiota in gut–brain interactions.^6, 7^ Disturbance in this bidirectional route of communication has relevance for both gastrointestinal and brain disorders,^8^ including autism spectrum disorders,^9^ Parkinson's disease^10^ and even demyelinating disorders of the central nervous system (CNS),^11, 12^ and manipulating gut microbial diversity by administration of antibiotics,^13, 14^ probiotics^15^ and prebiotics^16^ has shed light on their potential to modulate brain and behaviour. In addition, proof-of-principal experiments using microbiota-deficient germ-free (GF) animals^17^ have aided in unmasking a microbial influence on specific CNS developmental processes. All these models have been invaluable in uncovering an essential role of the gut microbiota in establishment of normal adult stress responsiveness and influencing emotional behaviours such as anxiety-related and normal social functioning.^14, 17, 18, 19, 20, 21, 22^ Manipulation of the timing of colonization in GF animals has further highlighted the important role the gut microbiota has during neurodevelopmental time windows that are critical for establishing normal CNS functions in adulthood.^23, 24^ We thus hypothesized that the absence of microbiota may result in altered transcriptional regulation of the PFC. To this end, we therefore conducted unbiased genome-wide RNA sequencing in the PFC of conventional (CON), GF and GF colonized (exGF) mice to investigate alterations in the PFC transcriptome. Our data uncovered a heretofore-undescribed role for the microbiome in the regulation of myelination.

## Materials and methods

### Animals

GF and CON Swiss Webster breeding pairs were obtained from Taconic (Germantown, NY, USA). GF mice were housed in gnotobiotic isolators under a strict 12-h light/dark cycle in cages of 4–5 animals. On postnatal day 21, just after weaning, exGF mice were taken from isolators and housed next to CON mice. CON and exGF mice were housed in the standard animal unit, which allows for exGF mice to be exposed to environmental microbes resulting in colonization. CON mice are similarly housed under regulated conditions (temperature 20–21 °C, 55–60% humidity), under the same 12-h light/dark cycle and housed 4–5 per cage. Autoclaved, pelleted diets were the same for all animal groups (Special Diet Service, Essex, UK, product code 801010). Animals were culled at week 10 for follow-up experiments. All experiments were approved by the Ethics Committee of University College Cork and the Irish Department of Health authorities.

### Experimental design

F_1_-generation offspring GF, exGF and CON mice were culled in adulthood at 10 weeks. Brains were collected for quantitative real-time PCR (qRT-PCR), for protein analysis and for transmission electron microscopy. For full detailed experimental flow with relevant animal number per experiment, see Supplementary Figure S1.

### Tissue extraction and RNA sequencing

Several key brain regions (amygdala, PFC, striatum, cerebellum, hippocampus and frontal cortex) were rapidly hand-dissected and stored at 4 °C in RNAlater (Sigma-Aldrich, Wicklow, Ireland) for 24 h followed by storage at −80 °C until tissue processing. RNA sequencing was performed as described previously.^25^ For details, see Supplementary Methods.

### Quantitative real-time PCR

RNA was reverse transcribed using high-capacity cDNA reverse transcription kit (Thermo Fisher Scientific, Waltham, MA, USA) in a G-storm thermocycler (G-storm, Surrey, UK). Gene expression was analysed using TaqMan Gene Expression Assays (Supplementary Table S1) on an AB7300 system (Applied Biosystems, Thermo Fisher Scientific). Expression levels were calculated as the average of three replicates for each biological sample from all three groups (*n*=12 per group) relative to β-actin expression. Fold changes were calculated using the ΔΔC_t_ method.^26^ For statistical analysis one-way analysis of variance with Fishers least significant difference *post hoc* test was carried out for each gene. A *P*-value <0.05 was considered statistically significant.

### Protein extraction and western blot

Total protein was extracted using a commercially available mirVana PARIS RNA and Native Protein Purification kit (Thermo Fisher Scientific). Protein levels were detected using appropriate primary antibody dilutions against MOG (1:1000; sourced from Abcam, ab109746) and secondary antibody (Alexa 594-conjugated antibody to rabbit, 1:10 000, Life Technologies, Thermo Fisher Scientific). Primary antibody against alpha tubulin (sourced from Sigma-Aldrich, Cat# T5168) was used to determine equal protein loading. Quantification of protein bands was analysed using Image Studio Lite (LI-COR, Lincoln, NE, USA). Significance was determined by a one-way analysis of variance.

### Transmission electron microscopy

Transcranial perfusion was carried out on six male mice (*n*=3 per group), with 4% paraformaldehyde followed by PFC dissection. Following post-fixation in osmium tetroxide and dehydration in ascending ethanol series followed by propylene oxide, the samples were embedded in Araldite resin (Agar Scientific, Essex, UK). For each specimen, semi-thin (0.5 μm) and thin (70–90 nm) sections were obtained from polymerized blocks using a Reichert-Jung Ultracut E ultramicrotome (Leica-Microsystems, Wetzlar, Germany). Semi-thin sections were stained with toluidine blue and examined using a light microscope. Thin sections from selected areas of the trimmed blocks were made and collected on formvar-coated copper grids (Agar Scientific). Thin sections were double contrasted with 2% uranyl acetate and Reynolds lead citrate stain, and examined using a Jeol 2000FXII transmission electron microscope (JEOL, Peabody, MA, USA), operated at 80 kV. Electron micrographs were obtained of areas of interest with a Megaview-III digital camera and AnalySIS software (EMSIS, Münster, Germany). A minimum of 50 myelinated axons were measured per animal.

### Statistics

All statistics used for analysis of differential gene expression were according to the description of R package *DESeq2* with default parameters. Multiple-testing corrections were performed for all analyses, the adjusted *P*-value (*P*_adj_) was calculated using the Benjamini–Hochberg procedure (also known as false discovery rate), also *P*-values reported for functional annotation and enrichment analysis tools were multiple-testing-adjusted *P*-values (FRD). A *P*_adj_<0.1 was considered significant for these analyses. A detailed description of statistics used for RNA-seq data analysis can be found in Supplementary Methods. Graphpad Prism (v5) (GraphPad Software, La Jolla, CA, USA) was used for plotting, Grubbs method^27^ was used to test for outliers and statistical testing for qRT-PCR was carried out on SPSS v21. Statistical significance of overlaps between gene lists was computed using Fischer's exact test (http://nemates.org/MA/progs/overlap_stats.html).

## Results

### Changes in PFC transcriptome and marked upregulation of genes related to myelination in GF animals

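RNA-sequencing counts were available for 12 PFC libraries of male mice aged 10 weeks, 4 for each of 3 groups: conventionally raised mice (CON), germ-free mice (GF), and GF mice moved on postnatal day 21 to the standard animal unit, where microbes colonized them (exGF). Each library was made from polyA-enriched RNA pooled from 2 to 3 animals, so the spread between libraries is a spread between pools. The authors trimmed the paired reads, aligned them to the mouse genome (GRCm38) with STAR, counted uniquely aligned pairs on each Ensembl gene with HTSeq-count without regard to strand, and deposited these counts without normalization. In the deposited table 8 columns carry the names of CON and GF replicates and 4 are called GFR. These 4 were taken as the exGF libraries because no other samples remain for them, and their numbers (GFR1 to GFR4) were not matched to single samples. Counts on genes ran from 22757169 to 29134760 per CON library (median 25210592), from 13280926 to 23465074 per GF library (median 18818716) and from 22702599 to 28615407 per exGF library (median 26345712). Xist had at most 12 counts and the Y-linked gene Ddx3y at least 483 in every library. Between 2 libraries of 1 group, the mean chi-square per gene was 8.73 to 37.3, where sampling of reads alone gives 1.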

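Groups were compared in pairs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after TMM normalization and edgeR's default filter on low counts, and a gene was called at an adjusted p under 0.1. A list of genes was given 1 value per library: the mean of its genes' log2 CPM (prior count 1) minus the CON mean. These values were compared by an exact permutation test (two-sided), which with 4 libraries against 4 has 70 splits and gives no p under 0.0286. Gene coordinates are on GRCm38, fold changes are log2 with their standard error (SE), and CPM (edgeR's cpm, with library sizes adjusted by TMM) are means ± SD of 4 libraries.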

We performed unbiased deep sequencing of polyA-enriched RNA extracted from the PFC of male conventionally raised (CON) mice, GF mice and an additional group of GF mice that were colonized post weaning (postnatal day 21; exGF; Figure 1a). Analysing gene expression amongst all three groups by pairwise comparisons, we found 221 genes to be significantly differentially expressed in GF, or exGF animals relative to CON controls (Figure 1b and Supplementary Table S2). Of these, a total of 190 genes were differentially expressed between CON and GF samples, and a smaller proportion of genes^28^ showed differential expression in exGF mice (Supplementary Table S2). 

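By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 46 genes were called in GF or exGF relative to CON. Testing without a filter on low counts moved this number most, to 239. All 46 genes are in the lists of Supplementary Table S2. An unadjusted p under 0.05 was found for 1350 of 15542 tested genes in GF and for 843 of 15813 in exGF.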

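Between CON and GF 39 genes were called, 18 higher and 21 lower in GF, and between CON and exGF 11 genes, 4 higher and 7 lower in exGF. The exGF number moved most with DESeq2 fitted to the 2 groups alone (52 genes), and the GF number without the filter on low counts (221 genes). With each library left out in turn, 27 (without CON replicate 3) to 60 (without GF replicate 2) genes were called in GF and 8 to 14 in exGF. In all 8 fits 23 of the 39 and 8 of the 11 were called. Bcas1 (ENSMUSG00000013523, chromosome 2 from 170346991 to 170427845) rose from 77.5 ± 9.91 CPM in CON to 156 ± 36.4 in GF, by log2 1.02 (SE 0.14, n = 4 and 4, adjusted p = 0.0120 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with every GF library above every CON library. Tnfaip6 (ENSMUSG00000053475, chromosome 2 from 52038009 to 52056686) rose from 1.44 ± 0.427 to 3.84 ± 0.815 CPM, by log2 1.42 (SE 0.26). Its adjusted p was 0.0397 by the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, but 0.169 without GF replicate 3 and 0.124 without GF replicate 4. Rps26-ps1 (ENSMUSG00000059775, chromosome 8 from 107439131 to 107439579), a pseudogene with 91.9% of its 31-base words in other genes, fell from 9.43 ± 6.23 CPM in CON to 0.367 ± 0.292 in GF and 0.310 ± 0.0645 in exGF.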

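Ifit1bl1 (ENSMUSG00000079339, chromosome 19 from 34592891 to 34601956) had 38 to 87 counts in CON and at most 2 in GF, at least 9.54-fold lower in GF. Its neighbour Ifit3 (ENSMUSG00000074896, chromosome 19 from 34583531 to 34588731) shares 61.8% of its words with Ifit3b and changed by log2 -3.52 (SE 0.45, adjusted p = 0.00630 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with all 4 GF libraries below every CON library. In exGF the strongest call was Tuba1c (ENSMUSG00000043091, chromosome 15 from 99029891 to 99038110), with 41.2 ± 11.9 CPM in CON and 0.642 ± 0.433 in exGF. Its log2 fold change was -6.01 (SE 0.34, adjusted p = 2.98e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tuba1c shares 55.3% of its 31-base words with other genes, most with Tuba1b, and so does the pseudogene Gm14150 (79.8%), which was at least 57.8-fold lower in exGF. Scn4b (ENSMUSG00000046480, chromosome 9 from 45138395 to 45154152) rose from 54.7 ± 6.90 to 93.3 ± 11.0 CPM in exGF, by log2 0.76 (SE 0.11). Its adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0307, and 0.136 without CON replicate 1. In a single edgeR quasi-likelihood fit of all 12 libraries the adjusted p of Scn4b was 0.112 (Benjamini-Hochberg).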

Comparing GF and exGF directly, there were only 15 genes differentially expressed (Figure 1b). 

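By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of 15569 genes were called between GF and exGF, and 1035 had an unadjusted p under 0.05. Without a filter on low counts 32 were called. Leaving out 1 library gave 7 genes without GFR1, 6 without GFR4, 2 without GF replicate 4 and 0 in the other 5 fits. Ifit3 rose from 0.318 ± 0.141 CPM in GF to 2.78 ± 1.77 in exGF, by log2 3.16 (SE 0.60, n = 4 and 4, adjusted p = 0.574 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with each exGF library above every GF library. Its exon sequence is shared with Ifit3b.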

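Among 15483 genes tested in both comparisons with CON, 1 was called higher in both GF and exGF, the pseudogene Gm6612 (ENSMUSG00000058357, chromosome 15 from 80952505 to 80952899). It had at most 1 count in any CON library and was at least 7.33-fold higher in GF and at least 5.05-fold higher in exGF. Called lower in both were 3 genes: Rps26-ps1, Gm10039 (ENSMUSG00000091478, chromosome 11 from 100361716 to 100362126) and D030028A08Rik (ENSMUSG00000078700, chromosome 11 from 96916270 to 96965060). Lists that were independent would share 0.00465 genes upward and 0.00949 downward (one-sided Fisher's exact tests, p = 0.00464 and p = 7.50e-08). With DESeq2 fitted to the 2 groups alone, 9 and 15 genes were shared (p = 3.03e-17 and p = 3.23e-28 by the same Fisher's exact test). Over 14 alternative settings, each with shared CON libraries, the p of Fisher's exact test upward ran from 1 (at least 10 counts in every library) to 6.55e-18 (no filter on low counts). Downward it ran from 2.37e-05 to 5.12e-51. D030028A08Rik fell from 7.29 ± 1.81 CPM in CON to 1.86 ± 0.617 in GF and 1.95 ± 0.673 in exGF (0.959 in GFR4). Gm10039, with 92.9% of its words in Atp5g1, fell from 30.3 ± 11.5 CPM to 4.67 ± 3.24 and 5.56 ± 2.78, and with a robust quasi-likelihood fit in edgeR (Benjamini-Hochberg adjustment) its adjusted p in exGF was 0.275.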

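Both comparisons use the same CON libraries. In 40 simulations of 12 libraries drawn from a single mean, 0 to 1 genes were shared upward and 0 downward. The log2 fold changes of GF and exGF correlated at 0.565 across genes, against 0.463 to 0.514 in the simulations, and 64.7% of genes had the same sign, against 65.7% to 67.3%. Each gene was drawn on its own there, so differences between libraries that run across many genes are missing from the simulations. Values outside the simulated ranges therefore do not show an effect beyond the shared CON libraries. When the CON libraries were divided so that 2 served GF and the other 2 served exGF, the 6 allocations gave 0 shared genes upward, 1 to 4 downward and correlations of 0.0514 to 0.298.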

A significant overlap of genes changed in both, GF and exGF conditions was noted, (Figure 1b), suggesting that certain cellular regulatory functions were irreversibly affected by the absence of a microbiota during early life.

To further investigate cellular functions linked to differentially expressed genes, we performed gene ontology (GO) enrichment analysis. We found a strong overrepresentation of genes involved in myelination among genes upregulated in GF mice, reflected by several enriched related GO terms in all three GO categories (Figure 1c and Supplementary Table S3). In addition, we found significant enrichment of genes implicated in transcriptional regulation (Figure 1c and Supplementary Table S3).

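The 6 genes that Supplementary Table S3 gives under the ensheathment of neurons were all higher in GF, by log2 0.55 to 0.86 (median 0.71), and 3 of them were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The table gives the same 6 genes for regulation of action potential in neuron and for regulation of membrane potential. Of 5 genes under myelin sheath 3 were called. These genes were picked from the same libraries, so their direction is not independent evidence. The enrichment of terms was not analysed here.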

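The 14 genes listed under DNA-dependent regulation of transcription were all higher in GF, by log2 0.33 to 1.56 (median 0.54), each with an unadjusted p under 0.05. Of these 14 only Nr4a2 (ENSMUSG00000026826, chromosome 2 from 57106830 to 57124003) was called, with 10.9 ± 0.905 CPM in CON and 22.0 ± 6.69 in GF. Its log2 fold change was 1.02 (SE 0.18, adjusted p = 0.0384 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with all GF libraries above every CON library. The adjusted p of that test was 0.134 without CON replicate 3 and 0.118 without GF replicate 3. Nr4a2 was also not called with all 12 libraries in 1 edgeR quasi-likelihood fit (adjusted p = 0.191) or in 1 DESeq2 fit (log2 0.36, adjusted p = 0.142). The prior of that DESeq2 fit draws fold changes toward 0.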

Next, we examined whether differentially regulated genes are functionally connected using the Ingenuity Pathway Analysis tool (IPA, QIAGEN, Redwood City, CA, USA, www.qiagen.com/ingenuity). 

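Bdnf (ENSMUSG00000048482, chromosome 2 from 109674700 to 109727007) had 34.2 ± 2.03 CPM in CON, 48.3 ± 8.57 in GF and 37.5 ± 3.29 in exGF (42.4 in GFR1). Each GF library lay above every CON library, and the log2 fold change was 0.51 (SE 0.12, n = 4 and 4, adjusted p = 0.144 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the alternative settings that adjusted p ran from 0.0112 (DESeq2 fitted to all 12 libraries) to 0.358, and it was 0.0976 without GF replicate 3. In exGF the change relative to CON was 0.12 (SE 0.09, adjusted p = 0.968 by the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment).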

The resulting network was centred around brain-derived neurotrophic factor, a well-known regulator of neuronal plasticity, but also the myelin regulatory factor, predicted to have a central part in driving expression of several myelin component genes (Figure 1d). Moreover, network analysis revealed interaction of several activity-induced immediate early genes as well as components of the MAP-kinase pathway, which has been shown to interact with myelin regulation in adulthood through myelin regulatory factor^29^ (Figure 1d).

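Of the 35 genes drawn in Figure 1d, 34 had enough counts to be tested between CON and GF, and Mmp3 did not. Of the 34 tested, 6 were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 22 had an unadjusted p under 0.05. The 20 that are in Supplementary Table S2 all changed in the direction given there, which is not independent evidence, and of the other 15 only 2 had an unadjusted p under 0.05, with log2 fold changes of -0.17 to 0.29 among those tested. Dusp6 (ENSMUSG00000019960, chromosome 10 from 99263231 to 99267489) rose from 71.2 ± 7.70 to 107 ± 6.17 CPM, by log2 0.60 (SE 0.09, adjusted p = 0.0168 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all GF above all CON). Sik1 (ENSMUSG00000024042, chromosome 17 from 31844250 to 31855804) rose from 11.2 ± 1.77 to 19.6 ± 3.60 CPM, by log2 0.82 (SE 0.15, adjusted p = 0.0426 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That p was 0.116 to 0.154 without CON replicate 2, CON replicate 3, GF replicate 3 or GF replicate 4. In a single edgeR quasi-likelihood fit of all 12 libraries the adjusted p of Sik1 was 0.142 (Benjamini-Hochberg).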

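Arc (ENSMUSG00000022602, chromosome 15 from 74669083 to 74672570) rose from 231 ± 68.6 to 411 ± 78.5 CPM in GF, by log2 0.84 (SE 0.19), with an adjusted p of 0.135 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was called without CON replicate 1 (0.0538) and without GF replicate 2 (0.0504). Mapk3 (ENSMUSG00000063065, chromosome 7 from 126759601 to 126765819) fell from 180 ± 23.6 CPM in CON to 131 ± 10.3 in GF, where GF replicate 1 had 116 and the other 3 had 134 to 137. Its log2 fold change was -0.45 (SE 0.10, all GF below all CON). The adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.144, and 0.0824 without CON replicate 3.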

Therefore, and as our enrichment analysis suggested both increased expression of myelin components, as well as activation of pathways induced by neuronal activity, we then further manually scrutinized the list of upregulated genes for involvement in myelin-related processes. 

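Supplementary Table S2 marks 14 genes higher in GF as myelin-related. All 14 rose in GF, by log2 0.32 to 0.99 (median 0.73), each with an unadjusted p under 0.05, and 8 were called among all tested genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the list alone all 14 passed, which is not independent evidence because the list was picked from the same libraries. The number called moved most with DESeq2 fitted to the 2 groups alone (14), and it was 7 without CON replicate 3 and 10 without GF replicate 2.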

We found a total of 14 out of 94 genes upregulated (14.9%) in the PFC of GF mice were directly linked to myelination. A total of 26 genes (27.7%) were associated with neuronal activity as determined by cross-referencing with gene expression data from the literature.^30, 31^ Using a more stringent *P*-value cutoff (*P*_adj_⩽0.05), 12 (19%) and 17 (27%) out of 63 upregulated genes were myelin-associated or associated with neuronal activity, respectively (Supplementary Table S2). 

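The 26 genes that Supplementary Table S2 marks as activity-induced all rose in GF, by log2 0.32 to 1.42 (median 0.54), and all had an unadjusted p under 0.05. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5 were called: Nr4a2, Tnfaip6, Sik1, Dusp6 and Ier5. Adjusted over the list alone all 26 passed, which again is not independent evidence. DESeq2 fitted to the 2 groups alone moved the number most, to 25. Leaving out 1 library gave from 2 (without CON replicate 3 or GF replicate 4) to 10 (without CON replicate 1), with 8 without GF replicate 2. At an adjusted p under 0.05 the same 18 genes were called higher in GF.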

The oligodendrocyte myelin glycoprotein (*Omg*) gene was found to be involved in both processes. Together these two processes explained more than 40% (46% for *P*_adj_⩽0.05) of the upregulated genes (Figure 1e), indicating a strong, orchestrated transcriptional regulation pattern. 

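Omg (ENSMUSG00000049612, chromosome 11 from 79500982 to 79504084) had 179 ± 17.5 CPM in CON, 221 ± 9.19 in GF and 201 ± 32.7 in exGF. Each GF library was above every CON library, with a log2 fold change of 0.32 (SE 0.08, n = 4 and 4, adjusted p = 0.218 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over 20 alternative settings the adjusted p ran from 0.0553 to 0.513, and Omg was called in 1 of them. In exGF the log2 fold change from CON was 0.16 (SE 0.11, adjusted p = 0.968 by the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment).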

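Of the 18 genes called higher in GF, 8 were myelin-related (44.4%), 5 activity-induced (27.8%) and 5 in neither list, so the lists together held 72.2%. With DESeq2 fitted to the 2 groups alone they held 38 of 96 (39.6%). The myelin-related list was higher in GF than in CON by log2 0.70 (SD 0.11 in CON and 0.24 in GF, n = 4 and 4, exact permutation test, two-sided, p = 0.0286), with every GF library above every CON library. Other normalizations, the median over genes and a larger prior count gave 0.69 to 0.72 (p = 0.0286 by the same exact permutation test in each), and with each library left out it was 0.59 to 0.77. Beside the exact permutation test, limma's fry gave p = 0.00222, and p = 0.0232 with the replicate number as a block. The mean of the genes' edgeR log2 fold changes was 0.72. The list was picked as higher in GF from the same libraries, so these tests are not independent evidence.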

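Relative to CON all 14 myelin-related and all 26 activity-induced genes of Supplementary Table S2 were higher in exGF, by log2 0.11 to 0.28 (median 0.16) and 0.10 to 0.82 (median 0.27). As the lists were picked as higher in GF than the same CON libraries, chance alone favours higher values in exGF than in CON and lower values in exGF than in GF, and none of the directions and list tests given here are independent evidence. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of either list were called, with 1 and 11 genes at an unadjusted p under 0.05. Adjusted over the list alone the numbers were 0 and 8. The myelin-related list was higher in exGF than in CON by 0.17 (SD 0.31 in exGF, n = 4 and 4, exact permutation test, two-sided, p = 0.371), ranging from 0.06 without GFR4 to 0.27 without GFR3. The activity-induced list was higher by 0.31 (SD 0.21, exact permutation test, p = 0.0857), and by 0.39 without GFR3 (p = 0.0286 by the exact permutation test). Where the exact permutation test gave these values, fry gave p = 0.315 and p = 0.0488. From GF to exGF the myelin-related list changed by -0.54 and the activity-induced list by -0.30 (exact permutation test, p = 0.0571 for both). Without GFR4 these changes were -0.65 and -0.38 (exact permutation test, p = 0.0286 for both), and RLE normalization or the median over genes also gave p = 0.0286 for the myelin-related list. For the activity-induced list the median over genes gave -0.20 (exact permutation test, p = 0.171). In this comparison 0 genes of either list were called among all tested genes, and 10 and 13 had an unadjusted p under 0.05. Adjusted over the list alone, 13 of 14 and 13 of 26 passed, which again is not independent evidence. Without a filter on low counts 6 myelin-related genes were called.

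**Figure D1:**
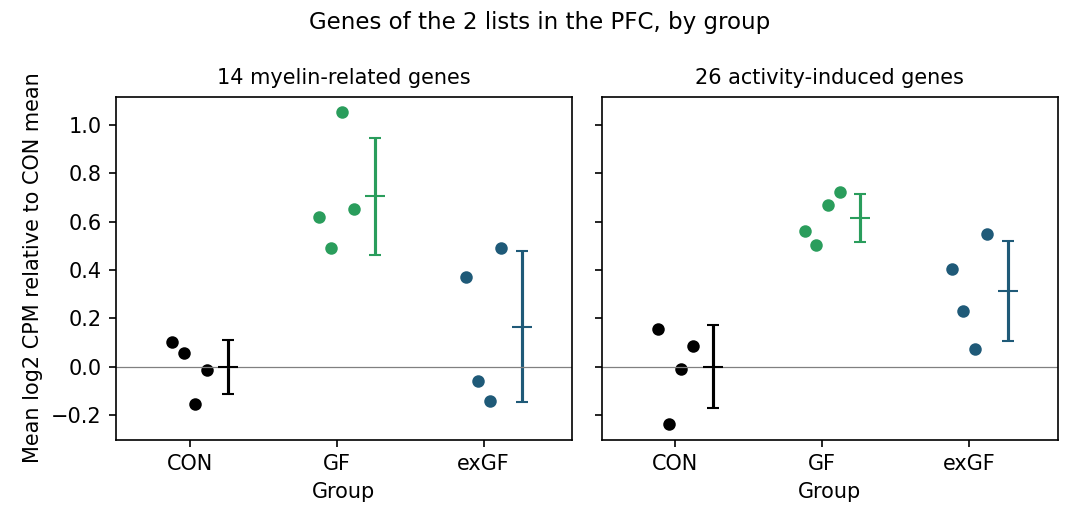
Value of the myelin-related list (14 genes) and of the activity-induced list (26 genes) in each library, as mean log2 CPM relative to the CON mean (y axis), for CON, GF and exGF (x axis, n = 4 libraries per group). Points are libraries and bars are mean ± SD. The GF means are 0.70 and 0.61 and the exGF means 0.17 and 0.31.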

Notably, we did not find any of these genes to be differentially regulated in exGF mice, suggesting that myelin-related and activity-induced gene changes are dynamically influenced by the presence of host-associated microbes. 

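In the sequencing counts, Mobp, Mbp and Mog were called between CON and GF by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and Mag was not. Mobp (ENSMUSG00000032517, chromosome 9 from 120149707 to 120181484) rose from 321 ± 44.0 CPM in CON to 632 ± 158 in GF, by log2 0.99 (SE 0.15, adjusted p = 0.0168 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mbp (ENSMUSG00000041607, chromosome 18 from 82475146 to 82585637) rose from 1078 ± 109 to 1942 ± 457 CPM, by 0.86 (SE 0.14, adjusted p = 0.0181 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mog (ENSMUSG00000076439, chromosome 17 from 37010743 to 37023398) rose from 25.6 ± 3.42 to 44.6 ± 9.78 CPM, by 0.82 (SE 0.14, adjusted p = 0.0342 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, but 0.147 without CON replicate 3). Mog was also not called in a single edgeR quasi-likelihood fit of all 12 libraries (adjusted p = 0.152, Benjamini-Hochberg). For these 3 genes every GF library was above every CON library. Mag (ENSMUSG00000036634, chromosome 7 from 30899176 to 30914873) rose from 75.7 ± 8.63 to 110 ± 29.4 CPM, by 0.55 (SE 0.15), in all 4 GF libraries relative to the CON mean. Its adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.254, and 0.0728 without GF replicate 2.

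**Figure D2:**
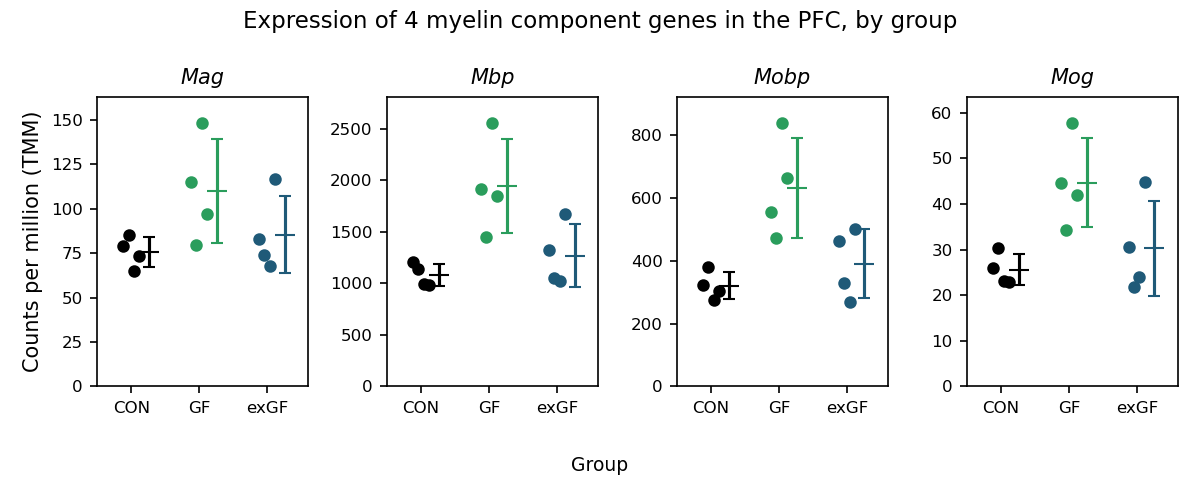
CPM (y axis) of Mag, Mbp, Mobp and Mog in CON, GF and exGF (x axis, n = 4 libraries per group). Points are libraries and bars are mean ± SD. The means of Mobp are 321, 632 and 391.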

Using highly sensitive, specific qRT-PCR assays for five myelin component genes, which all encode for key structural proteins that contribute to the integrity and function of the myelin sheath, we confirmed overexpression in the PFC of GF animals. qRT-PCR values closely mirrored RNA sequencing thereby validating genome-wide results (Figure 2i). Interestingly, colonization post weaning normalized transcript abundance to CON levels in exGF mice, indicating that targeting the microbiota during critical periods of synaptic reconstruction (early adolescence post weaning) had significant effects on myelination at the transcriptional level.

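In exGF the counts were 391 ± 110 CPM for Mobp, 1267 ± 304 for Mbp, 30.3 ± 10.4 for Mog and 85.4 ± 21.7 for Mag. Relative to CON these were log2 fold changes of 0.27 (SE 0.17), 0.22 (SE 0.14), 0.23 (SE 0.19) and 0.16 (SE 0.15), with adjusted p of 0.952 to 0.968 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 4 exGF libraries 3 were above the CON mean for Mobp and 2 for each of the other 3. Relative to GF the changes were -0.71 (SE 0.20) for Mobp, -0.63 (SE 0.17) for Mbp, -0.57 (SE 0.21) for Mog and -0.38 (SE 0.19) for Mag. The adjusted p of these was 0.736 to 0.739 by the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, and all 4 exGF libraries were below the GF mean for the first 2. The paper's own evidence on this point includes its qRT-PCR of myelin genes, which was not analysed here. From transcript levels like those of CON in exGF the paper reasons that a change of the microbiota after weaning acts on myelination at the level of transcription.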

### Overexpression of myelin component genes is region- and sex-specific

Next we tested whether the upregulation of myelin genes could also be detected in other brain areas. Importantly, elevated transcription of myelin component genes in GF mice was confined to the PFC as no changes in mRNA levels were found for the cerebellum, amygdala, hippocampus, striatum or frontal cortex (Figures 2b–f), demonstrating a brain region-specific effect of colonization status. Following from this, we wanted to appraise whether changes in oligodendrocyte activity could underpin changes in myelin component gene transcripts by investigating changes in oligodendrocyte-specific genes. We observed a slight increase in *Sox10* and *Olig1* expression, transcription factors and upstream activators of increased myelin gene transcription involved in promoting terminal differentiation of oligodendrocyte progenitor cells to mature oligodendrocytes. (Figures 2g and h). Coinciding with increased *Sox10*, a twofold increase in *Egr2* expression, an immediate early response gene and positive regulator of myelination interacting with *Sox10*, was found in GF mice and subsequently normalized to control levels in exGF mice (Figure 2h). We also assessed myelin gene expression levels in female GF mice and found no increase in myelin gene expression (Supplementary Figures S2a–i).

### Absence of microbiota results in hypermyelinated axons in the PFC

As upregulation of a large number of myelin regulatory and myelin component genes suggested increased formation of myelin in the PFC of GF animals, we next tested whether this gene regulatory effect would correlate with altered oligodendrocyte function, that is, axonal myelination in the PFC. Using transmission electron microscopy, we analysed myelinated axons and found that male GF mice displayed thicker myelin sheaths in the PFC as indicated by a significantly lower *g*-ratio (quantification of myelin thickness relative to axonal diameter, mean 0.76±0.016 and 0.68±0.017; *P*<0.05; Figures 3a–c). We compared the calibre of axons and found no size differences between CON and GF mice, indicating that the decreased *g*-ratio was not due to pathological shrinkage of axon calibre (Figure 3d). Furthermore, increased myelin sheath thickness coincided with a strong trend towards higher lamina number and thicker myelin diameter in GF mice (Supplementary Figures S3a and b). Longitudinally sliced axons were excluded from *g*-ratio analysis, but random sampling analysis of longitudinally cut axons revealed that hypermyelination was uniform along the internodal region (Supplementary Figure S3c). When representing *g*-ratio as diameter against lamina number, CON animals showed consistent lamina number (mean 4.4) independent of axonal diameter whereas, GF mice show greater variability in the number of lamina per axon, indicating that increased thickness could be a result of increased number of wrappings (Figure 3e). As selection of the axons to myelinate can be based on axonal calibre we compared *g*-ratios of myelinated axons in GF and CON mice, plotted as a function of their respective axonal diameters, which revealed that hypermyelination was not more pronounced in smaller axons than in larger axons, again indicating the observed hypermyelination is independent of axonal calibre (Figure 3f). In order to evaluate whether transcriptional levels of myelin component genes mimicked protein levels, we conducted western blot analysis for the MOG protein. Importantly, increased mRNA levels were paralleled by increased protein in the PFC of GF mice (Figures 4a and b). However, normalization of transcript levels for this gene following colonization in exGF mice did not translate to a reduction in protein levels, suggesting that colonization post weaning could not reverse increased myelin protein abundance, likely accumulating before weaning.

## Discussion

There is a growing appreciation of the ability of host–microbe interactions to modulate brain networks related to psychiatric disorders. The most consistent finding related to the abnormal patterns noted in GF animals linked to anxiety and sociability behaviours.^17, 19, 20, 21, 22^ Our results reveal highly coordinated differential programme of gene expression in the PFC in these animals, a key brain region in anxiety and social behaviour, which may contribute to the GF behavioural phenotype. Surprisingly, a large proportion of significantly upregulated genes (~15%) were found to be related to myelination. These included well-known genes coding for structural components of the myelin sheath but also the major myelin regulatory factor *Myrf* and other oligodendrocyte lineage-specific genes, suggesting an orchestrated upregulation of myelin formation. 

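Further genes of the myelin-related list were called higher in GF by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment: Mal (log2 0.89, SE 0.14), Ermn (0.85, SE 0.12), Cldn11 (0.75, SE 0.12) and Tspan2 (0.72, SE 0.11), each with all GF libraries above all CON libraries and adjusted p of 0.0168, 0.0120, 0.0214 and 0.0168. Ugt8a (0.68, SE 0.14, adjusted p = 0.115), Gjc3 (0.58, SE 0.12, adjusted p = 0.112) and Opalin (0.71, SE 0.19, adjusted p = 0.218) were higher in all 4 GF libraries than the CON mean but not called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ugt8a had an adjusted p of 0.0167 without GF replicate 1 and Gjc3 of 0.0462 without GF replicate 4, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cldn11 was not called in a single edgeR quasi-likelihood fit of all 12 libraries (adjusted p = 0.102, Benjamini-Hochberg).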

Importantly, the observed alterations showed an exquisite regional specificity as we did not detect the upregulation of myelin-related genes in any of the other investigated brain regions. Although regional specificity in myelin regulation remains a unexpected finding, regional effects of transcriptional regulation by the microbiome is in agreement with previous findings in the literature.^17, 25^

Analysis of the PFC ultrastructure revealed that the marked upregulation of myelin-related gene expression resulted in increased myelin sheath thickness as indicated by an overall decrease in *g*-ratio. It has been shown that myelination of the various cortical areas follows a certain order, where primary sensory and motor areas myelinate before the association areas, including the PFC. Moreover, neuroimaging studies have indicated that there is continual myelination in the PFC until the third decade of life.^32^ In addition, preclinical studies have shown that myelination in the PFC undergoes plastic changes, influenced by environmental stimuli mediated by increased electrical activity in axons.^33^ As such, social deprivation in neonatal and juvenile mice results in defective development of myelin^34, 35^ indicating that myelination in the PFC is extremely plastic during critical neurodevelopmental phases.

In our study we also see evidence of myelin-related plasticity, as colonizing GF mice (exGF) counteracts the altered increase in myelin-related transcripts. The plastic nature of PFC myelination has also been observed in adult mice following prolonged periods of social isolation. This protocol resulted in the development of a phenotype marked by social withdrawal, which coincided with changes in myelination only in the PFC.^36^ Subsequent group-housing reverted social deficits and reinstated normal levels of myelin.^36^ This earlier study indicates that myelination contributes to functional adult brain plasticity and that PFC myelination can be dependent on appropriate social experience in mice. Taken together with our results, a complex picture emerges of a malleable interaction between the gut microbiome, social behaviour and PFC myelination across the lifespan.

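In the sequencing data the myelin-related list of exGF lay at 23.6% of the way from the CON mean to the GF mean, and the activity-induced list at 51.2%. Leaving out 1 library moved these to 8.22% (without GFR4) and 38.2% (without GFR3), and to 38.4% and 64.3% (without the same 2 libraries). Both lists were picked for their rise in GF relative to the same CON libraries. Of the 4 exGF libraries 2 lay above every CON library in the myelin-related list and 3 in the activity-induced list. The exGF libraries ran from -0.14 to 0.49 and from 0.07 to 0.55 in the 2 lists, and the GF libraries from 0.49 to 1.05 and from 0.50 to 0.72.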

Our transcriptome and qRT-PCR data point to a normalizing effect of introducing a microbiota post weaning. The sustained increase in MOG protein levels in exGF mice (Figures 4a and b) could be explained by the timing of colonization post weaning. As such, previous studies have highlighted that colonizing GF mice with either a CON microbiome or by mono-association between weeks 3 and 6 can partially revert the altered hypothalamic–pituitary–adrenal- and anxiety-related phenotype associated with these animals.^18, 20^ However, in mice formation of myelin occurs earlier, around postnatal day 10 (ref. 37), with a capacity to continue into adulthood in a brain region-specific manner. As our exGF mice were still sterile during this important time window, colonization commencing at P21 may not be sufficient to normalize this heightened myelin protein accumulation. Indeed, the concept of critical overlapping neurodevelopmental and early-life microbial colonization windows is consistent with the literature in this area.^24^ The dynamic nature and continued ability of the PFC to undergo marked changes in myelination even in adulthood may, at least in part, explain why the PFC is more susceptible to a microbial influence on myelination than the other brain regions tested. Further studies manipulating the timing of colonization (colonization before weaning) will be required to investigate the potential dynamic nature of microbes influencing myelination and to whether the observed increase in protein in our exGF can be normalized under such conditions.

Dynamic regulation of myelin gene expression is poorly understood. However, a growing number of studies show that myelination is dependent on neuronal activity.^33, 38, 39, 40^ This strongly agrees with our data and indicates that neuronal activity is indeed increased in the PFC of GF mice, as suggested by a marked upregulation of a large number of genes known to be expressed in response to raised neuronal activity. 

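The value of the 26 activity-induced genes was higher in GF than in CON by log2 0.61 (SD 0.17 in CON and 0.10 in GF, n = 4 and 4, exact permutation test, two-sided, p = 0.0286), with every GF library above every CON library. The median over genes gave 0.58 (p = 0.0286 by the same exact permutation test), and with each library left out it was 0.54 to 0.67. Beside the exact permutation test, fry gave p = 0.000493 for the list, and p = 0.00394 with the replicate number as a block. These genes were picked as higher in GF from the same libraries, so the test is not independent evidence. The paper reasons from the rise of such genes that neuronal activity is increased in the PFC of GF mice.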

Our present study suggests that increased myelin gene expression may be a result of heightened baseline activity in the PFC. As the PFC receives glutamatergic input from the amygdala, this is in line with our previous finding that the amygdala also appears to be hyperactive in GF mice.^25^ Our interaction network analysis is consistent with the view that myelination is regulated by plasticity-promoting extracellular signals and MAP-kinase signalling via the key transcription factor myelin regulatory factor.^29, 41^ Further support for a plasticity-dependent mechanism of hypermyelination in the PFC under GF conditions comes from the fact that neurotrophic signalling by brain derived neurotrophic factor, which we also found to be upregulated in GF mice in this data set, can promote myelination.^42, 43^

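Myrf (ENSMUSG00000036098, chromosome 19 from 10208272 to 10240748) had 20.7 ± 2.27 CPM in CON, 30.0 ± 5.92 in GF and 25.2 ± 2.32 in exGF. Its log2 fold change from CON to GF was 0.55 (SE 0.14, n = 4 and 4), with every GF library above every CON library and an adjusted p of 0.177 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over 20 alternative settings that adjusted p ran from 0.0199 to 0.449, and 5 settings called Myrf, including the fit without GF replicate 2 (0.0975). From CON to exGF the log2 fold change was 0.28 (SE 0.11, unadjusted p = 0.0243, adjusted p = 0.832 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 4 exGF libraries were above every CON library. From GF to exGF it was -0.26 (SE 0.13, adjusted p = 0.739 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).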

Our data also indicate that *Myrf* is a major driver of the observed myelin gene increase. *Myrf*, in comparison with other myelin-regulating transcription factors, is insufficiently described as it has only recently been discovered as the major player in the establishment of appropriate functional myelination. It is critical in the generation of CNS myelination during development and for myelin maintenance in adulthood as ablation of *Myrf* in mature oligodendrocytes in the adult CNS results in severe demyelination and rapid downregulation of myelin-related genes such as *Plp* and *Mbp*.^44^ A recent study further investigated its role in myelination and found that *Myrf* physically interacts with *Sox10* (ref. 45), a known transcription factor that regulates, along with *Egr2*, peripheral nervous system myelination. *Sox10* itself, via interaction with *Myrf*, is necessary for terminal differentiation of oligodendrocytes in the CNS. 

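Sox10 (ENSMUSG00000033006, chromosome 15 from 79154908 to 79165240) had 21.9 ± 3.40 CPM in CON, 26.1 ± 3.84 in GF and 22.9 ± 3.55 in exGF. Its log2 fold change in GF was 0.26 (SE 0.13, n = 4 and 4, adjusted p = 0.613 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 3 of 4 GF libraries above the CON mean. Egr2 (ENSMUSG00000037868, chromosome 10 from 67535475 to 67542188) had 12.7 ± 3.90 CPM in CON, 19.8 ± 4.29 in GF and 17.3 ± 6.94 in exGF. Its log2 fold change was 0.66 in GF (SE 0.20, adjusted p = 0.298 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0674 without CON replicate 1) and 0.44 in exGF (SE 0.27, adjusted p = 0.952 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). In GF all 4 libraries, and in exGF 3, were above the CON mean for Egr2. Olig1, Olig2 and Sox2 changed in GF by log2 0.05 (SE 0.12), 0.05 (SE 0.15) and 0.07 (SE 0.15), with a sign that changed when single libraries were left out (to -0.03 for Olig1 and -0.05 for Olig2 without GF replicate 3, and -0.08 for Sox2 without GF replicate 2).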

Though neither *Sox10* nor *Egr2* did appear in our list of differentially regulated genes (Supplementary Table S4), we found that there was a modest increase in the expression of *Sox10* (~1.2-fold) and *Egr2* (~2-fold) in GF mice, which was not evident when expression levels were compared between CON and exGF mice.

*Sox10* induction cannot be triggered alone, and the addition of intrinsic and extrinsic factors is required to drive oligodendrocyte maturation.^46, 47^ Previous studies indicate that chromatin remodelling by *Olig2*, an oligodendrocyte-specific transcription factor, has the capacity to alter accessibility of key regulating gene such as *Mryf* at the onset of terminal differentiation.^48^ We observed a significant increase in *Olig1* but not in *Olig2*. *Olig1*, similar to *Olig2*, has also been reported to interact with *Sox10* and drive the expression of key myelin genes such as *Mbp*.^49, 50^ As *Sox10* activity is present at all stages of oligodendrocyte development and *Myrf* appears to be essential in the final steps of oligodendrocyte development, it may be at this point of terminal differentiation that GF mice have altered oligodendrocyte activity, which is further supported by the presence of excessive laminae in our study (Figure 4c).

It has recently been shown that the microbiota contributes to microglia homeostasis, with GF mice showing marked global deficits in microglia.^51, 52^ Interestingly, this study did not find altered numbers of oligodendrocytes in GF mice. Although the authors did not specifically look at the PFC nor was myelination investigated, together these data render it unlikely that the altered oligodendrocyte-specific transcriptional profile observed here results from an increased number of oligodendrocyte cells. In contrast, higher lamina counts and increased myelin thickness together with orchestrated upregulation of myelin gene regulators rather reflect altered activity and functionality of oligodendrocytes in GF mice.

Our results were unexpected as, in stark contrast to a large body of literature on demyelination, studies on the consequences of hypermyelination on brain function in health and disease are essentially non-existent. Changes in myelin abundance have been reported in many neuropsychiatric disorders, and links to behavioural outcomes of these disorders have been established in animal models.^33^ For example, large genome-wide analyses of the PFC of schizophrenic patients have remarkably highlighted abnormal regulation of genes related to myelination.^48, 53^ Most of these studies report reduced myelin gene expression and white matter volume, with neuroregulin 1 (*NRG1*), a schizophrenia susceptibility gene,^54, 55^ expression increased. Transgenic mice overexpressing *NRG1*, previously linked to hypermyelination in these mice, displayed tremor, impaired performance on rotarod and decreased prepulse inhibition performance.^56, 57^

Although our study further contributes to the mechanistic understanding of microbial effects on the largely descriptive literature on behavioural alterations in GF animals, the exact mechanisms underpinning the control exerted by the microbiota over myelination in the CNS remain speculative. Known routes of gut–brain communications include neuroactive microbial metabolites,^28^ as well as signalling through the vagus nerve.^6, 55^ Importantly, as the main central relay for incoming information from the vagus nerve, the nucleus tractus solitarius has an extensive network of projections, including the parabrachial nucleus, which further projects to the PFC and also the amygdala, a region we have previously shown to be susceptible to microbial transcriptional regulation.^1, 25^ In addition, microbes directly affect the immune system resulting in alterations in the circulating levels of pro-inflammatory and anti-inflammatory cytokines that can affect oligodendrocyte development.^58, 59^

Although there have been some reports of a functional role of the intestinal microbiota in development of experimental autoimmune encephalomyelitis^12^ demonstrating that GF animals have a higher resistance to experimental autoimmune encephalomyelitis development^60^ and the potential for the gut microbiota as a risk factor for inflammation-mediated CNS demyelination,^11^ this report, to our knowledge, represents the first example of direct myelin regulation in the CNS by the microbiome. This is evident at both the transcriptional and ultrastructural levels in adulthood. Furthermore, the gene expression changes were brain region- and sex-specific, and amenable to plastic modulation by introduction of a microbiota post weaning. Several studies in GF mice have demonstrated predominantly sex-specific brain effects, with males showing more robust alterations at the level of the CNS.^20^ Further studies are needed to ascertain why GF females do not display many of the altered phenotypes of their male counterparts, and research exploiting the GF model should take this into account.

In conclusion, the present study indicates that appropriate cortical myelination relies on the presence of a functional microbiota during critical windows of neurodevelopment. In-depth analysis of transcriptome data further suggested that hypertrophic neuronal signalling in the PFC of GF mice might be underlying the observed increase in myelination. Our data indicate that the microbiome is critical for appropriate cortical myelination. Our results further highlight the microbiota as a viable therapeutic target in psychiatric disorders and may allow to develop strategies to promote remyelination in myelination diseases. Owing to what we have demonstrated with GF animals, future studies utilizing alternate models of microbiota depletion such as chronic antibiotic treatment may further add to our understanding of the influential relationship of the microbiota on cortical myelination. Studies utilizing approaches such as monocolonization in either GF or microbiota-depleted animals using antibiotics would allow deciphering whether specific bacterial strains have the capacity to normalize the observed altered myelination patterns in these animals. In addition, subsequent studies aiming to mechanistically understand the influential role of the gut microbiota on myelination should examine whether certain bacterial metabolites could be underlying myelin changes or what role the vague nerve has in the communication between the gut bacteria and CNS myelination (that is, whether signalling along the vagus nerve is required).

## Figures and Tables

**Figure 1:**
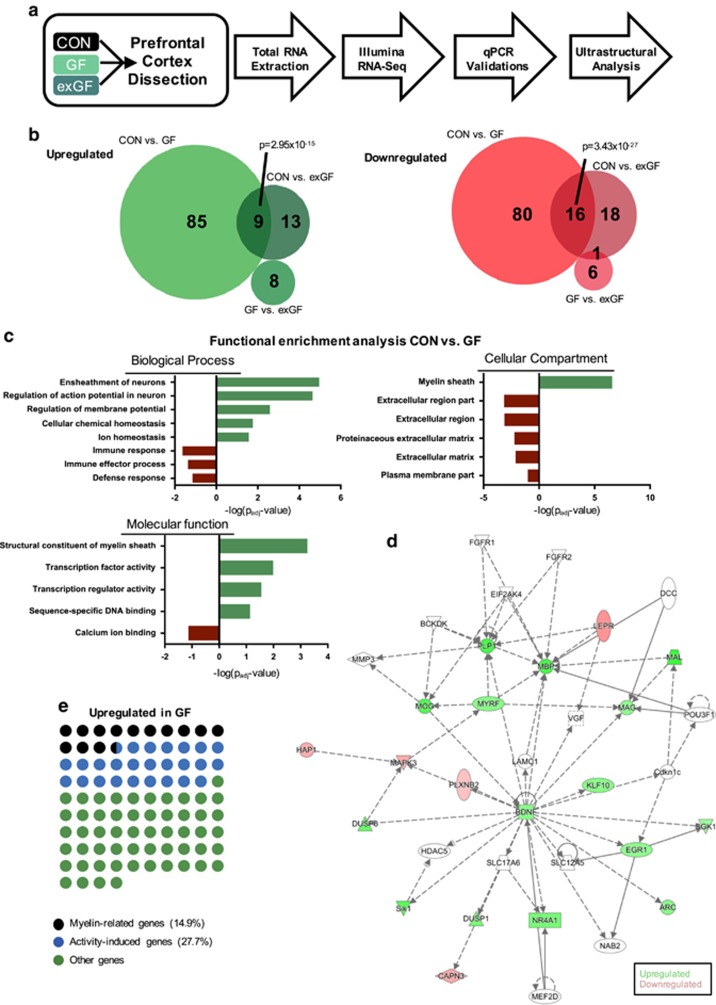
Differential gene expression in the prefrontal cortex of conventional (CON) and germ-free (GF) raised mice highlights myelin pathways to be significantly different. (**a**) Schematic of experimental design. (**b**) Venn diagrams representing overlaps of differentially expressed genes between experimental groups. A total of 236 genes were found to be different between groups. *P*-values indicate significant overlaps as determined by Fisher's exact test. (**c**) Functional enrichment analysis revealed significantly enriched Gene Ontology terms in GF condition associated with myelin sheath formation and regulation of action potentials amongst upregulated genes. Enrichment of downregulated genes highlights immune and defence mechanisms. (**d**) Gene network representing interactions and upstream regulators of genes affected in GF mice compared with CON mice. Network highlights interactions of upstream transcription factors regulating myelin component genes. (**e**) Fractions of upregulated genes in GF that are known to regulate myelination or are myelin component genes. Each dot represents one of 94 genes upregulated in GF mice.

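Over all 3 comparisons of the deposited counts the number of genes called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment stayed at the number in GF or exGF relative to CON, since none was called between GF and exGF alone. Without a filter on low counts the union over the comparisons was 250 genes.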

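Of the 9 genes that Supplementary Table S3 gives for the immune response, 8 were tested between CON and GF and all were lower in GF, by log2 -1.49 to -0.47. C1qb was called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and all 8 had an unadjusted p under 0.05. Of 16 genes under Immunity and defense, 15 were tested and lower in GF and 5 were called by the same test: C1qb, Lyz2, Il11ra1, Ifit3 (whose sequence is shared with Ifit3b) and Ifit1bl1. For the extracellular matrix 8 genes are given, all lower in GF by log2 -0.83 to -0.43, with Col1a2 and Thsd4 called. As these genes were picked from the same libraries, their direction is not independent evidence.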

**Figure 2:**
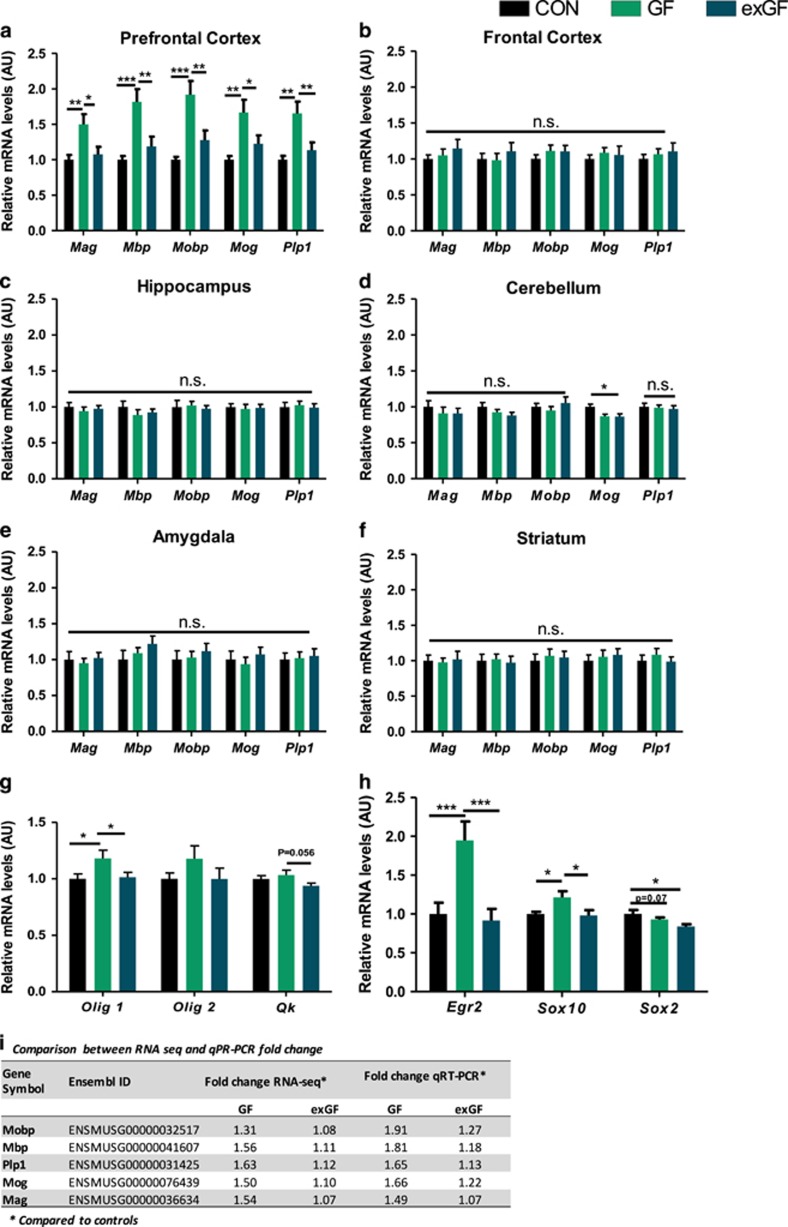
Quantitative real-time PCR (qRT-PCR) validations of RNA-seq data within various brain regions of selected myelin component genes were found to be brain region specific. Germ-free status in mice results in increased myelin gene expression only in the PFC, which was normalized in exGF mice. (**a**–**f**) qRT-PCR of myelin gene transcripts and regulatory factors in the prefrontal cortex, frontal cortex, hippocampus, cerebellum, amygdala and striatum. Bar graphs indicate average values in 12 mice per group after β-actin normalization relative to average control levels. (**g**) Significant changes in oligodendrocyte-specific genes. (**h**) Changes in known genes involved in regulation of myelination. (**i**) Table representing RNA-seq and qRT-PCR fold change for individual myelin component genes used for RNA-seq validation. Fold change is in comparison with the control group. (**a**, **g**, **h**) Prefrontal cortex, (**b**) frontal cortex, (**c**) hippocampus, (**d**) cerebellum, (**e**) amygdala and (**f**) striatum. Data graphed as ±s.e.m. *P<0.05; **P<0.01; ***P<0.001.

**Figure 3:**
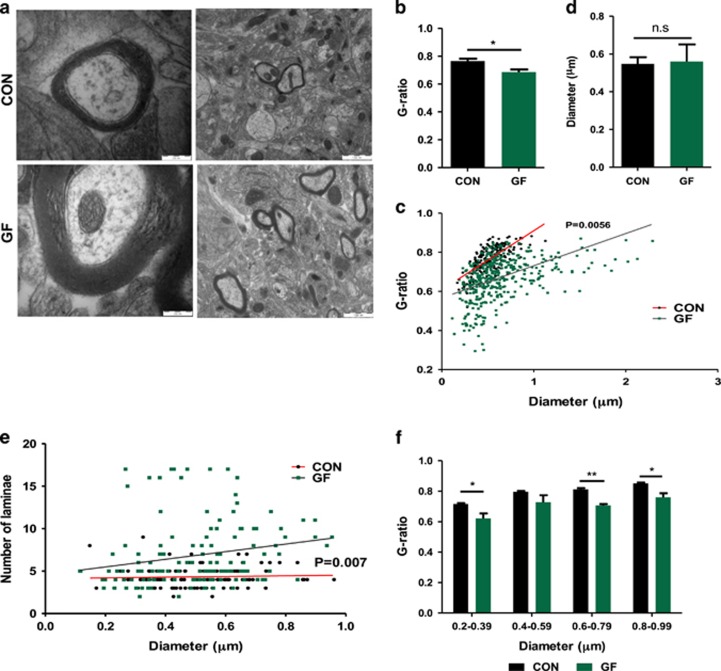
Increased myelin sheath thickness in the prefrontal cortex (PFC) of male germ-free (GF) mice. (**a**) Electron micrographs of axons in the PFC of conventionally raised (CON) and GF mice. Scale bars=200 and 1000 nm. (**b**) Average *g*-ratio per animal in the PFC. (**c**) Scatter plot of *g*-ratio values in the PFC in CON (*n*=187 axons) and GF (*n*=390 axons) against axon diameter. (**d**) Average axonal diameter per animal. (**e**) Scatter plot of axon diameter against the number of lamina counted for that individual axon. (**f**) *g*-ratio for individual axonal population based on diameter range. Bar graphs shown as mean±s.e.m. NS (not significant) *P*>0.05; *P<0.05; **P<0.01.

**Figure 4:**
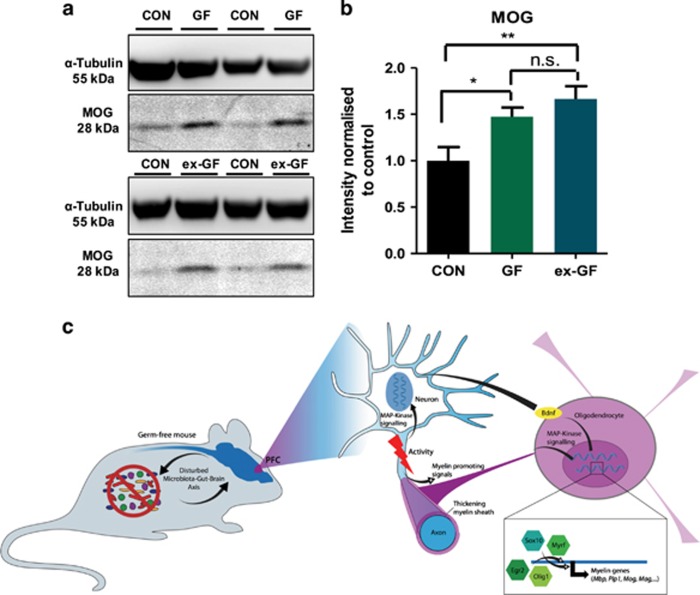
Increased myelin protein in male germ-free (GF) and exGF mice. (**a**) Western blot analysis for MOG in the prefrontal cortex (PFC) of conventional (CON), GF and exGF. (**b**) Quantification of protein concentration was normalized to β-III-tubulin and expressed relative to control levels. (**c**) Schematic representation of findings highlighting the transcriptional network driving increased myelination. Bar graph data is shown as mean±s.e.m. *P<0.05; **P<0.01.

# Supplementary material for: Regulation of prefrontal cortex myelination by the microbiota
**Source:** Transl Psychiatry. 2016 Apr 5;6(4):e774–. doi: 10.1038/tp.2016.42
**Supplement:** Supplementary Figure 1

Supplementary figure 1: Experimental flow chart

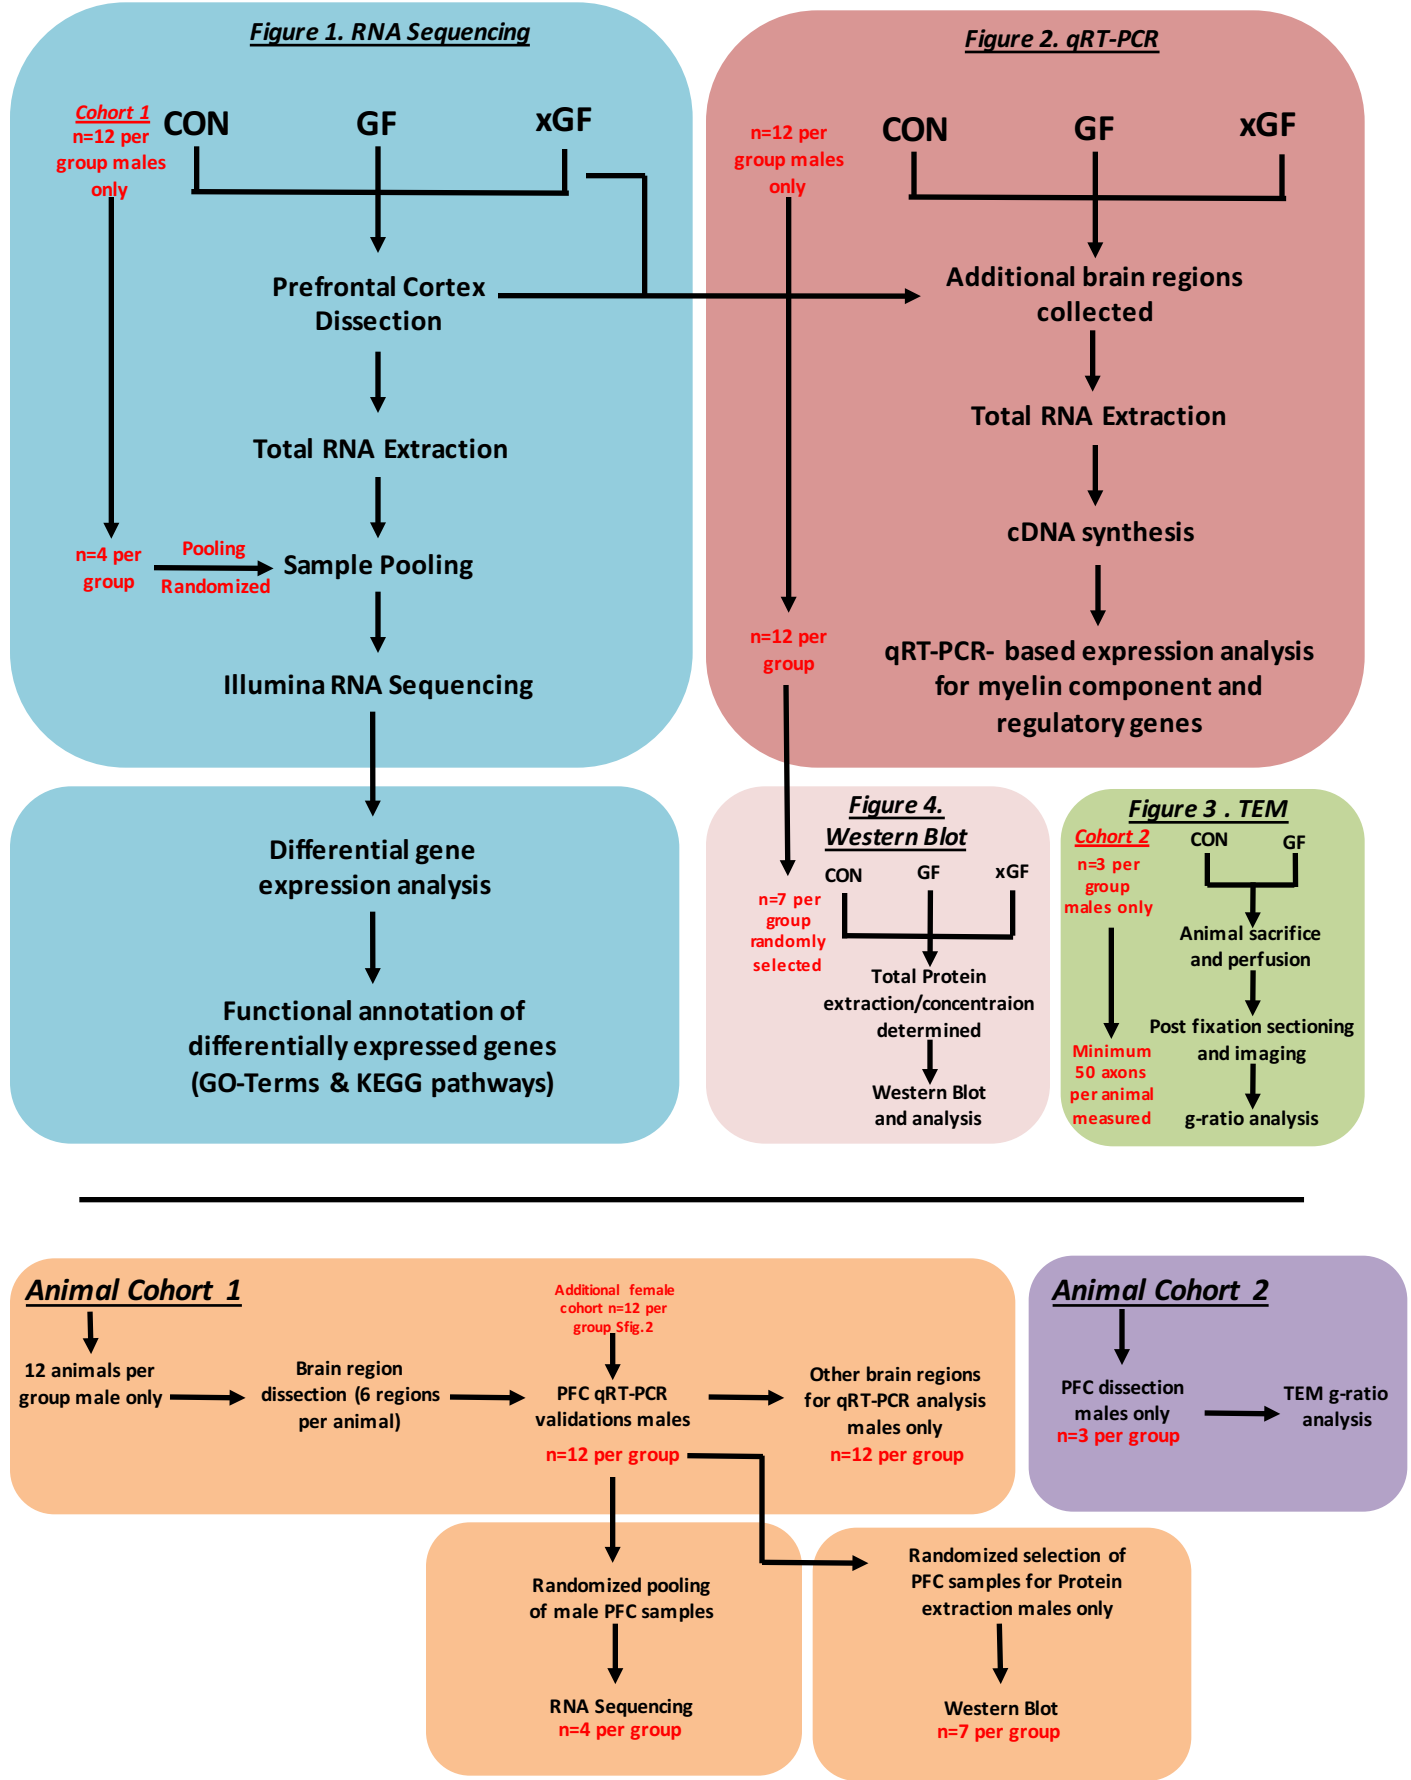

**Figure S1: Experimental flowchart.** Graphical depiction of the animal number and usage for each individual experiment. Each Panel represents the outcome of tissue used for each of the individual main figure.

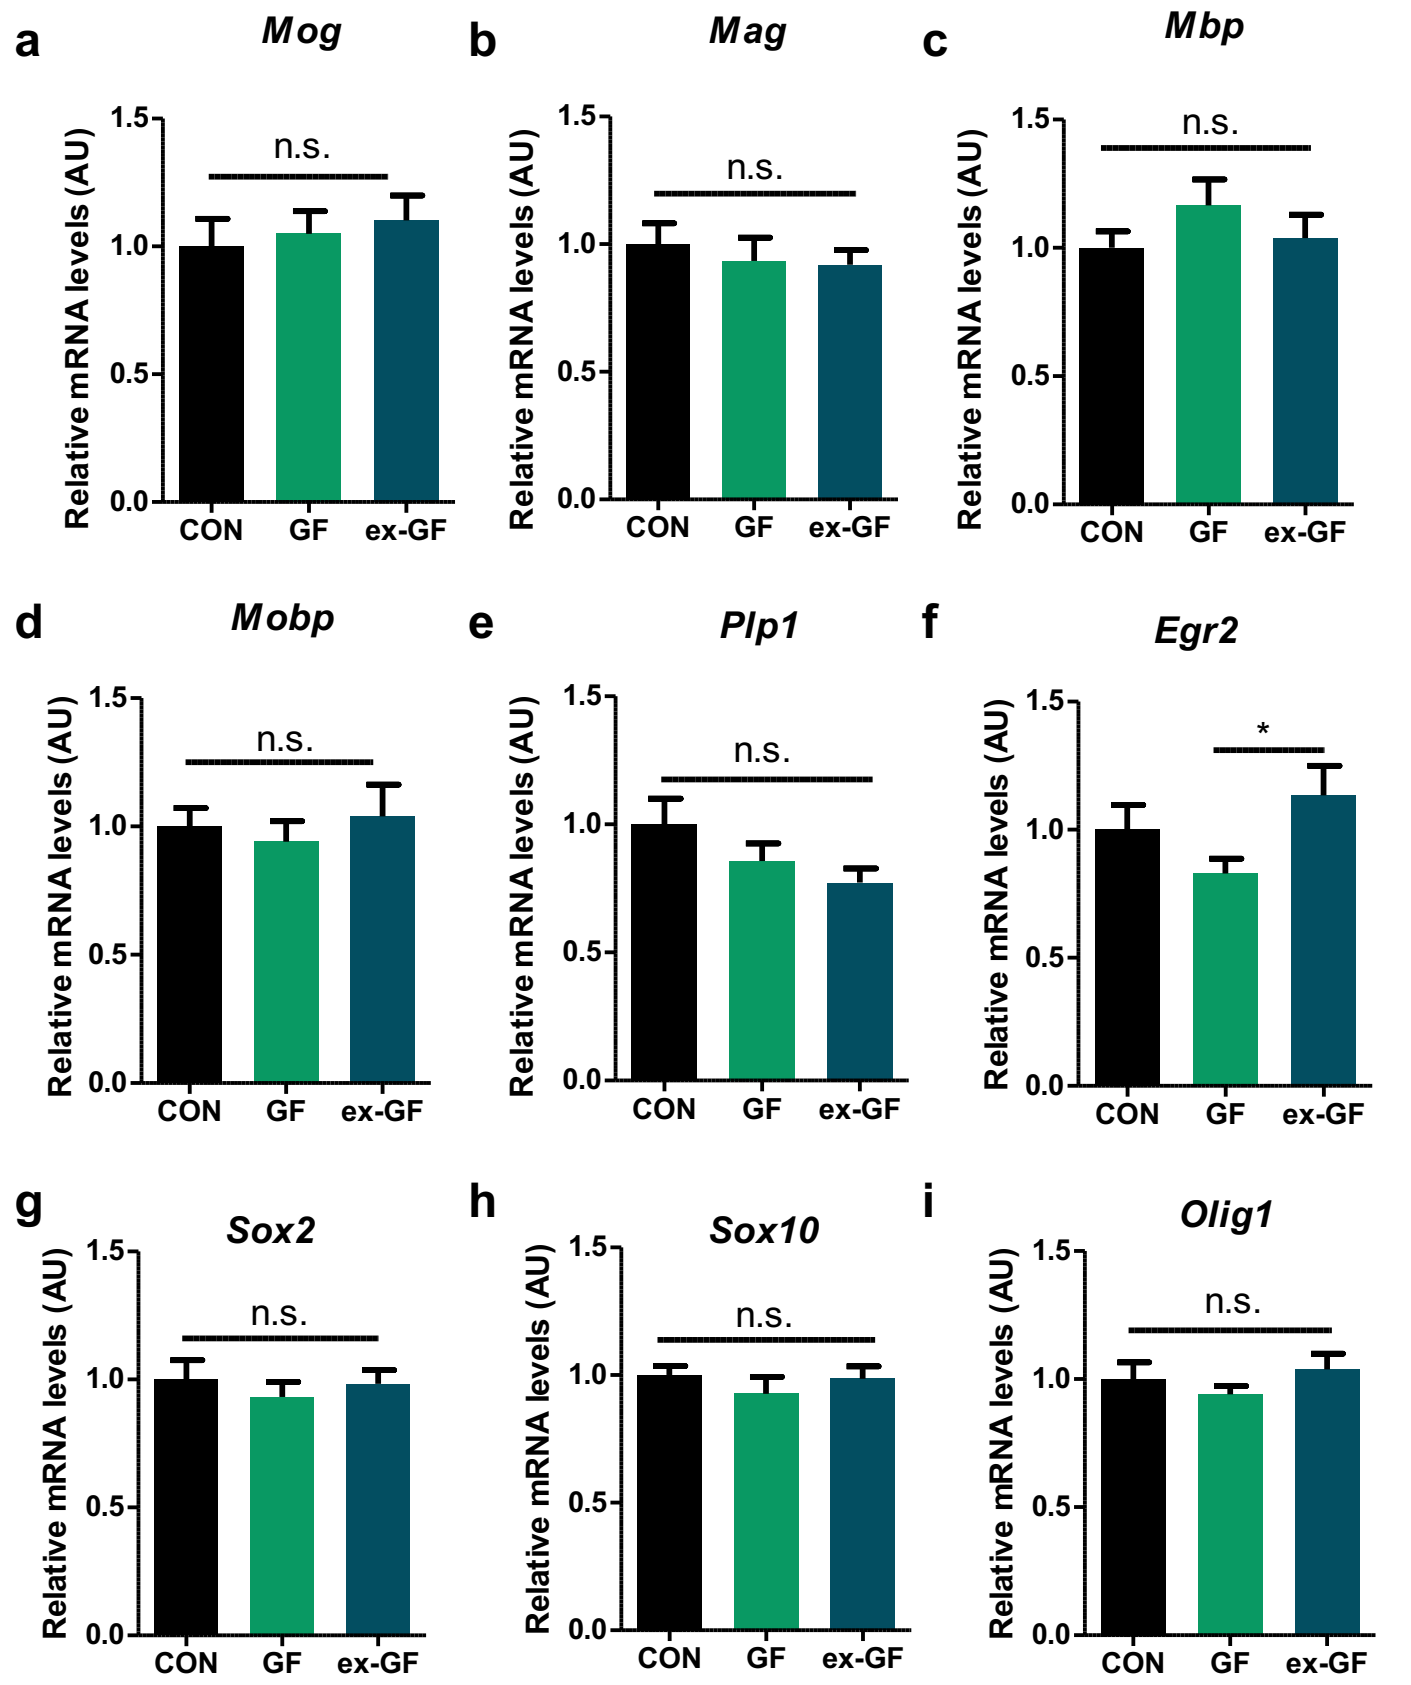

Figure S2: mRNA expression levels of myelin component and upstream myelin regulatory genes in the PFC of female CON, GF and exGF mice. No male-equivalent changes in myelin component mRNA levels were found in the PFC of female GF and exGF mice. (a-i) qRT-PCR of myelin component gene transcript and myelin regulating transcription factors in the PFC. Bar graphs indicate average values of 12 animals after  $\beta$ -actin normalization relative to average control levels (p<0.05 \*). Data graphed as +/- SEM.

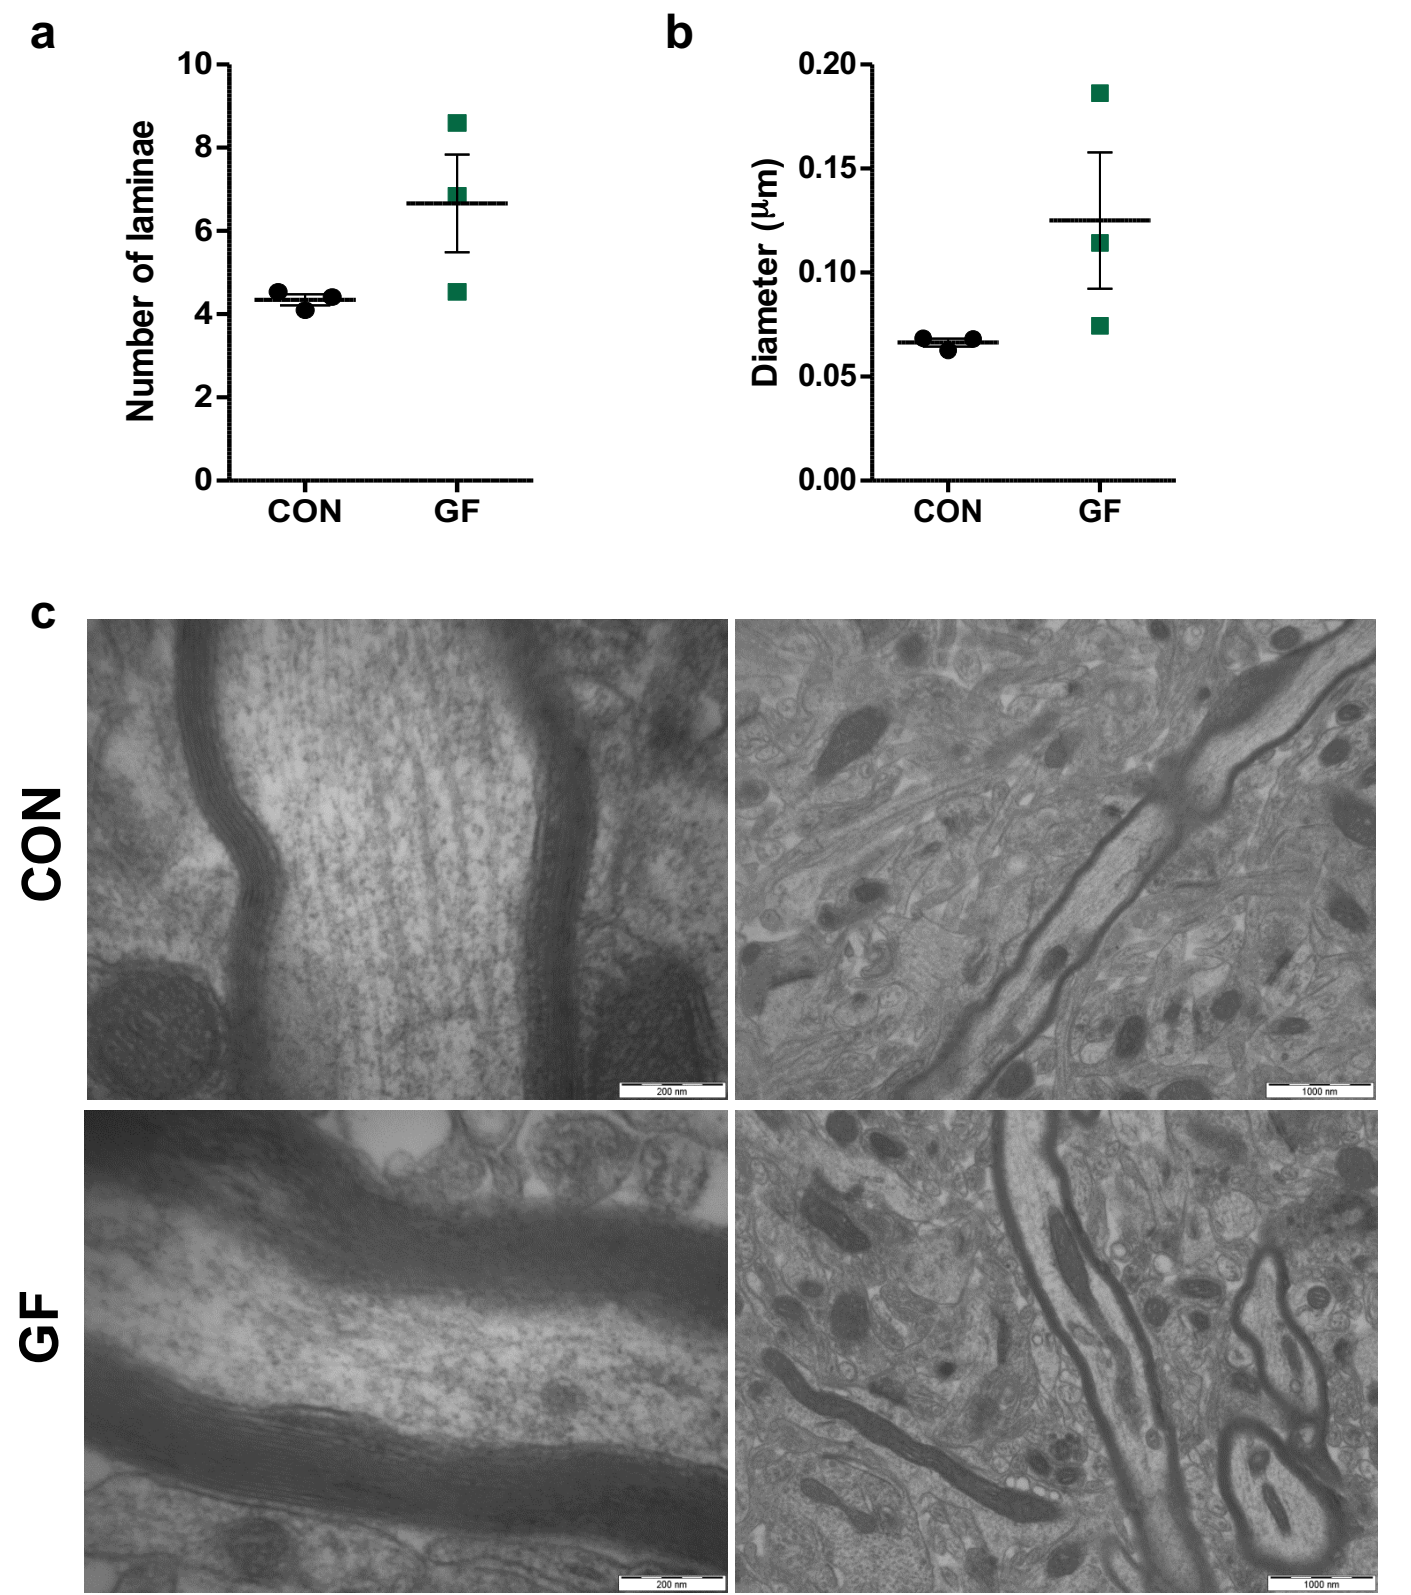

**Figure S3: Increased g-ratio coincides with stronger trend to higher lamina number and myelin diameter. (a)** Average lamina number per animal in the PFC of GF and CON mice. **(b)** Average myelinated diameter per animal **(c)** Electron micrograph of longitudinally sliced axons in the PFC of CON and GF mice. Scale bar 200nm and 1μm. Bar graph data is shown as mean +/- SEM. **n.s.** indicated  $p>0.05$ ;  $n=3$  animals per group;  $n\geq 50$  axons per animal (CON  $n=187$  axons; GF  $n=390$  axons).

# Supplementary material for: Regulation of prefrontal cortex myelination by the microbiota
**Source:** Transl Psychiatry. 2016 Apr 5;6(4):e774–. doi: 10.1038/tp.2016.42
**Supplement:** Supplementary Information

**RNA sequencing**

RNA was extracted using commercially available mirVanaTM total RNA extraction kit (Ambion/life technologies) and DNase treated (Turbo DNA-free, Ambion/life technologies) according to manufacturer’s protocol. RNA was high quality with an RNA integrity number (RIN) value for all samples above 8 (Bioanalyzer, Agilent). Prefrontal cortex samples were then randomly pooled within each group by combining equal amounts of RNA from two to three animals resulting in a final four samples per group sent for RNA sequencing at Exiqon (Vedbaek, Denmark), where library preparation, paired-end sequencing (2x100bp) and Fastq-file generation was conducted on an Illumina NextSeq500 sequencer. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE66828 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE66828).

***Quality control and mapping to reference genome***

Reads were filtered for quality and trimmed using Trimmomatic (v0.32) (1) using the following non-default parameters: *AVGQUAL*: 20; *SLIDINGWINDOW*: 4:20; *LEADING*: 10; *TRAILING*: 10; *MINLEN*: 60. Alignment to the mouse reference genome (GRCm38.p3) was performed with STAR aligner (v2.4.0f1) (2). Ensembl database release 78 served as input for gene models.

***Differential gene expression and GO-Term enrichment analyses***

Ensembl release 78 was used for read counting for each gene using HTSeq-Count (v0.6.0) (3) with the following non-default parameters: -s: no; -r: pos; -q –f bam –m intersection-nonempty. 

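In the deposited counts pairs that overlapped more than 1 gene made up at most 1.32% of each library, pairs outside every gene 4.57% to 7.31%, and pairs aligned to several places 13.0% to 19.2%. None of these were assigned to a gene.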

Differential gene expression was determined using the DESeq2 R-package (v1.6.2) (4,5) with default parameters on pairwise comparisons of all possible group combinations. 

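As an alternative, DESeq2 was fitted to the deposited counts of each pair of groups with a prior on the fold changes. At a Benjamini-Hochberg adjusted p under 0.1 it called 195 genes between CON and GF (96 higher and 99 lower in GF), 52 between CON and exGF and 14 between GF and exGF. Of these, 189, 52 and 14 are in Supplementary Table S2. With all 12 libraries in 1 DESeq2 fit 163, 50 and 12 genes were called, of which 142, 39 and 2 are in Supplementary Table S2.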

An adjusted p-value ≤ 0.1 (Benjamini-Hochberg method) was considered significantly differentially regulated. 

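At a stricter adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 34 genes were called between CON and GF and 10 between CON and exGF. Between GF and exGF 0 were called at either threshold, where 1035 genes had an unadjusted p under 0.05.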

Raw and processed original data have been deposited in NCBI's Gene Expression Omnibus (6) and and are accessible through GEO Series accession number GSE75816 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE75816). Differentially expressed genes were then analysed for enrichment of GO-Terms using the DAVID Bioinformatic Resources (v6.7) (7). A network of molecular interactions was generated with QIAGEN’s Ingenuity® Pathway Analysis (IPA®, QIAGEN Redwood City, [www.qiagen.com/ingenuity](http://www.qiagen.com/ingenuity)).

**References**

1. Bolger AM, Lohse M, Usadel B. Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics. 2014 Aug;30(15):2114–20.

2. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, et al. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013 Jan;29(1):15–21.

3. Anders S, Pyl PT, Huber W. HTSeq--a Python framework to work with high-throughput sequencing data. Bioinformatics. 2015 Jan;31(2):166–9.

4. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15(12):550.

5. Anders S, Huber W. Differential expression analysis for sequence count data. Genome Biol. 2010;11(10):R106.

6. Edgar R, Domrachev M, Lash AE. Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res. 2002 Jan;30(1):207–10.

7. Huang DW, Sherman BT, Lempicki RA. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc. 2009 Jan;4(1):44–57.

How the deposited data were processed for this re-analysis (not part of the article)

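The data were RNA-sequencing read counts of the PFC of male mice aged 10 weeks, with 4 libraries from CON mice, 4 from GF mice and 4 from exGF mice. Each library came from RNA pooled from 2 to 3 animals, with polyA selection and a stranded library preparation. The authors trimmed the paired reads with Trimmomatic, aligned them to GRCm38 with STAR and counted pairs on the genes of Ensembl with HTSeq-count, without regard to strand. The deposited table holds raw counts for 41388 genes and 12 libraries, with no normalization. At its end stand counts of pairs that were not given to a gene, and these were left out of every test. They were 4.57% to 7.31% of each library for pairs outside genes, 1.10% to 1.32% for pairs overlapping several genes and 13.0% to 19.2% for pairs aligned to several places.

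The columns of the CON and GF libraries name their group and replicate. The other 4 columns are called GFR, and they were taken as the exGF libraries because these are the only samples left. Which GFR column belongs to which exGF sample was not assumed, so nothing that needs the replicate number of an exGF library was computed. Xist (at most 12 counts) and Ddx3y (483 to 1247 counts) were checked as signs of male tissue, and mitochondrial genes held 5.68% to 9.80% of the counts.

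Median counts on genes were 25210592 in CON, 18818716 in GF and 26345712 in exGF, with the lowest in GF replicate 1 (13280926). Libraries of 1 group differed by a mean chi-square of 8.73 to 37.3 per gene, where sampling alone gives 1, so the spread between pools and not the depth set the precision for all but genes with few counts. A gene with at most 3 counts in every library of a group was treated as at the floor, and its fold change is given as a lower bound.

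The work used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Gene names, coordinates, exon lengths and GC content came from a GRCm38 annotation and genome, and 40254 of the 41388 genes had a name there. For each pair of groups, genes were kept by edgeR's filterByExpr with default settings, normalized by TMM and tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.1, the threshold of the paper's methods. Over all 12 libraries 16032 genes passed the filter.

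Genes were named in the text where the paper names them, where Supplementary Table S4 or Figure 1d holds them, or where they had the largest changes among called genes. The myelin-related list (14 genes) and the activity-induced list (26 genes) are those marked in Supplementary Table S2. A further 13 lists were written from general knowledge of cell types and responses before their values were computed: other oligodendrocyte genes, oligodendrocyte precursors, meninges, choroid plexus, microglia, endothelium, astrocytes, striatum, other immediate early genes, clock output genes, clock genes of opposite phase, glucocorticoid-responsive genes and interferon-induced genes. Each library's list value is the mean log2 CPM of the list's genes (prior count 1). Groups were compared by an exact permutation test (two-sided), and limma's fry was run beside it. The 39 tests of the further lists were adjusted together by Benjamini-Hochberg.

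The processing was tested on simulated data. Of 200 genes changed by a known amount 90% were called, 6.74% of 193 called genes were unchanged ones, and the median log2 fold changes were 1.03 and -0.99 where 1 and -1 were put in. With nothing changed, 2 of 15374 genes were called. A list of 20 raised genes gave 0.99 (exact permutation test, p = 0.0286) and a list of unchanged genes -0.03 (exact permutation test, p = 0.457).

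Alternatives were RLE and upper-quartile normalization, no filter on low counts, at least 10 counts in every library, robust quasi-likelihood, DESeq2 with a prior on fold changes for 2 groups or for all 12 libraries, limma-voom, a single edgeR fit of all 12 libraries, the replicate number as a block, a threshold of 0.05, each library left out in turn, and for lists a prior count of 5 and the median over genes. A correction for gene length and GC content (a spline with 5 degrees of freedom per library, over 15930 genes with both) and the share of multiply aligned pairs as a covariate were added after the data had been seen. Overlaps were compared with 40 simulations of 12 libraries from a single mean, with each gene drawn on its own. They were also compared with 6 allocations of separate CON libraries to GF and exGF. Every other way to split 8 libraries into 4 and 4 was tested as well (35 splits in all for each pair of groups). Nearness of called genes was compared with 10000 random draws of tested genes, and shared sequence was measured as the share of a gene's 31-base words found in other genes.

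The enrichment of terms, the interaction network, the qRT-PCR, the electron microscopy and the protein data were not analysed here. Results of 2 single genes are not reported here.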

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

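The tests below of striatal tissue and of the 2 Ifit genes were chosen only after the result was seen. In 250 groups of 4 libraries (list values, library measures and CPM of named genes), 10 held a library whose gap to its nearest neighbour took up more of the whole range of the group than Dixon's critical value for 4 libraries. About 1 group in 20 does so by chance, which is 12.5 of 250, so the 10 are no more than chance gives.

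In the list of striatal genes, CON replicate 2 stood at 0.92 and the other CON libraries at -0.41 to -0.24. In exGF, GFR4 stood as high, at 0.92, and the other exGF libraries at -0.38 to 0.03 (12 of 13 listed genes were used). Striatal tissue in these 2 dissections and a difference between pools of animals were not tested. GFR4 was also the highest exGF library in the myelin-related list (0.49), so striatal tissue could bear on the myelin-related genes. The striatal list differed by -0.19 between GF and CON (exact permutation test, two-sided, p = 0.8286), and without CON replicate 2 by 0.11 (p = 0.4, exact permutation test). The myelin-related list rose by 0.72 without that library (exact permutation test, p = 0.0286). Adjusted for the striatal list along the slope of the 2 lists within groups (0.218), the myelin-related list still rose in GF by 0.746, and without CON replicate 2 (slope 0.365) by 0.682 (exact permutation test, p = 0.0286 for both). GF libraries stood at -0.50 to 0.02 in the striatal list. Striatal tissue therefore does not account for the rise in GF. In exGF the striatal list differed from CON by 0.07 and from GF by 0.27.

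In the list of choroid plexus genes (4 of 11 listed had enough counts), CON replicate 3 stood at -0.57 and the other CON libraries at 0.18 to 0.20. The list differed by -0.19 in GF and -0.11 in exGF from CON and by 0.08 between GF and exGF, with SDs of 0.38 to 0.86 within groups. No explanation was tested for this library.

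In GF replicate 1, 5.60% of pairs lay outside genes, against 4.88% to 4.98% in the other GF libraries, and this library also had the fewest counts. Fewer counts in GF might raise the list of myelin-related genes by themselves. After all libraries were thinned to 13280926 counts the list still rose by 0.704 (exact permutation test, two-sided, p = 0.0286), and 38 genes were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 33 of them among the 39. The depth therefore does not account for the rise.

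In exGF, GFR1 stood apart in Bdnf (42.4 CPM against 35.1 to 36.4), Fgfr1 (46.4 against 57.5 to 58.7), Pou3f1 (15.6 against 18.0 to 18.4) and Ifit1bl1 (0 against 1.64 to 2.23). GFR4 stood apart in D030028A08Rik (0.959 against 2.14 to 2.45). In GF, replicate 2 had 22.5 CPM of Eif2ak4 against 24.1 to 24.5, and replicate 1 had 116 CPM of Mapk3 against 134 to 137. With GFR1 left out, the number of genes called between GF and exGF rose from 0 to 7. No technical or biological explanation was tested for the first 3 genes of GFR1, for D030028A08Rik, Eif2ak4 or Mapk3.

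Ifit3 and Ifit1bl1, which lie side by side on chromosome 19, were called lower in GF, and GFR1 had 0 CPM of Ifit1bl1 and 0.492 of Ifit3, near the 0.178 to 0.442 of GF. A lower interferon response in GF and a genetic difference between the mouse colonies are candidate explanations. The list of 16 other interferon-induced genes (16 listed) differed by -0.19 in GF (exact permutation test, two-sided, p = 0.0857, adjusted p = 0.304 by Benjamini-Hochberg over 39 tests, which the floor of the exact p keeps high), by -0.04 in exGF and by 0.14 between GF and exGF. The mean of the 2 genes was higher in exGF than in GF by 2.97 (exact permutation test, p = 0.0571). The 2 explanations cannot be told apart: a response that returns with microbes would raise all exGF libraries, a variant carried by some animals would leave single pools low, and GFR1 is a single pool. Against a lower response, GFR1 stood at 0.105 in the interferon-induced list, the highest of the 12 libraries, and the neighbouring gene Ifit2 was higher in GF (13.5 ± 6.50 CPM, against 7.26 ± 0.141 in CON) and in exGF (17.8 ± 4.85 CPM), where it was called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (adjusted p = 0.0139, but 0.1495 with DESeq2 and 0.187 with edgeR fitted to all 12 libraries). GF replicate 4 (5.34 CPM) lay below CON. In line with a lower response, Ifit1 nearby fell from 3.39 ± 0.523 CPM in CON to 1.68 ± 0.441 in GF, with 2.49 ± 0.155 in exGF (2.67 in GFR1). These single genes and libraries decide nothing. Ifit3 also shares 61.8% of its 31-base words with Ifit3b.

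Outside the genes the paper discusses, 11 called genes changed more than 4-fold in GF or exGF by their fitted fold changes: Gm10039, Gm14150, Gm3636, Gm6505, Gm6612, Ifit1bl1, Ifit3, Rps26-ps1, Stag3, Tuba1c and Vill. Gm3636 and Gm6505 were at the floor in GF, with lower bounds of only 2.84-fold and 2.96-fold from CON. For these 2 genes a change over 4-fold rests on the fit alone. Of the 11 genes, 7 have at least 50% of their 31-base words in another gene, Gm3636 and Gm6505 among them, against 19 of 497 randomly drawn tested genes (3.82%, one-sided Fisher's exact test, p = 1.14e-07). Closest were Atp5g1 for Gm10039 (92.9% of its words), Tuba1b for Gm14150 and Tuba1c, Gm3591 for Gm3636, Yae1d1 for Gm6505 (85.0%), Ifit3b for Ifit3 and Rps26 for Rps26-ps1. Reads shared with near-identical copies leave few positions to decide the counts of these 7, since only uniquely aligned pairs were counted. All libraries were counted in the same way, so shared reads alone do not account for a difference between groups. In CON, GF and exGF, Tuba1b had 193, 204 and 223 CPM and Rps26 had 111, 123 and 97.4. Neither showed the falls of Tuba1c and Rps26-ps1. Sequence variants between the colonies could act through the same positions, and they were not tested. Gm6612 (12.3%), Ifit1bl1 (19.3%), Stag3 (1.31%) and Vill (0%) share few words, so shared reads bear little on these 4 and their changes stay open.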

How the results depend on the processing

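The alternatives were set before the data were examined, apart from the correction for gene length and GC content and the covariate for the share of multiply aligned pairs, which were chosen after seeing the data. The counts between CON and GF, CON and exGF, and GF and exGF were 39, 11 and 0. They were 41, 11 and 0 with RLE normalization, 46, 12 and 0 with upper-quartile normalization, 47, 12 and 0 with limma-voom, 38, 10 and 0 with robust quasi-likelihood, and 34, 10 and 0 at the 0.05 threshold.

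Without a filter on low counts 221 genes (93 up, 128 down), 48 and 32 were called in the 3 comparisons, 9 up and 21 down in both GF and exGF, 13 myelin-related and 20 activity-induced. With at least 10 counts in every library 31, 7 and 0 genes were called and 0 up in both, because Gm6612, the only one, has at most 1 count in CON and is then not tested. DESeq2 for 2 groups called 195, 52 and 14, with 9 up and 15 down in both, 14 myelin-related and 25 activity-induced. DESeq2 for all 12 libraries called 163, 50 and 12, with 7 up and 24 down in both and 18 activity-induced. A single edgeR fit of all 12 libraries called 39, 15 and 2, with 2 up and 6 down in both and 3 activity-induced. For these settings, other than the filter of 10 counts, the cause was not tested.

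The correction for gene length and GC content, chosen after seeing the data, called 132 (80 up, 52 down), 16 and 1, with 6 up and 5 down in both and 21 activity-induced. The covariate for multiply aligned pairs, also chosen afterwards, called 78 (32 up, 46 down), 12 and 3, with 3 up and 5 down in both. With separate CON libraries for GF and exGF the medians were 0 up and 1.5 down in both, from 2 CON libraries for each comparison.

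With the replicate number as a block, 51 genes were called between CON and GF, 30 up and 21 down (58.8% up, against 46.2% without it), and 10 activity-induced. Libraries of the same number did not pair: their correlations after removal of group means were -0.0321, -0.0539, -0.0434 and 0.0258. The block was not run for comparisons with exGF or their overlaps, since the exGF columns carry no matched number.

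From GF to exGF the myelin-related list changed by -0.54 (exact permutation test, two-sided, p = 0.0571). RLE normalization left it at -0.54 with p = 0.0286, and the median over genes gave -0.61 with p = 0.0286 (exact permutation tests). By fry p was 0.0317, and the mean edgeR log2 fold change of the genes was -0.52. The activity-induced list changed by -0.20 with p = 0.171 by the median over genes (exact permutation test). For the activity-induced list fry gave 0.32 with p = 0.0488 from CON to exGF and -0.29 with p = 0.0321 from GF to exGF, where the exact permutation test gave p = 0.0857 and p = 0.0571. Near another called gene (CON to GF) were 5 genes within 500 kb, 7 within 1 Mb and 5 within 100 kb.

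Leaving out 1 library at a time gave from 27 (without CON replicate 3) to 60 (without GF replicate 2) genes between CON and GF, from 8 to 14 between CON and exGF, and from 0 to 7 (without GFR1) between GF and exGF. In the 4 fits without a CON library 1 to 2 genes were up and 3 to 5 down in both. In the 8 fits of CON and GF 7 to 10 myelin-related genes were called and 2 to 10 activity-induced ones. The myelin-related list ranged from 0.59 to 0.77 in GF, from 0.06 to 0.27 in exGF (exact permutation test, p = 0.171 to 0.771) and from -0.65 to -0.42 from GF to exGF (p = 0.0286 to 0.143, exact permutation test). The activity-induced list ranged from 0.54 to 0.67, from 0.24 to 0.39 (p = 0.0286 to 0.143, exact permutation test) and from -0.38 to -0.22.

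Of the 16 changes of sign, 8 came from the median over genes. It gave 0.0811 for oligodendrocyte precursors, 0.00515 for choroid plexus, -0.0649 for striatum and 0.0865 for interferon-induced genes from CON to exGF, -0.113 for meninges, 0.108 for clock genes of opposite phase (exact permutation test, p = 0.0286) and 0.0411 for glucocorticoid-responsive genes from GF to exGF, and -0.107 for glucocorticoid-responsive genes from CON to GF. For the clock genes of opposite phase from GF to exGF, the length and GC correction went the other way, to -0.0894 (exact permutation test, p = 0.0286). The length and GC correction gave -0.0330 for oligodendrocyte precursors from GF to exGF and 0.00220 for endothelium from CON to GF. Between CON and GF the fits that each left out 1 library ranged from -0.0336 to 0.130 for Olig1, from -0.0773 to 0.123 for Olig2 and from -0.0780 to 0.181 for Sox2, below 0 without CON replicate 3 or GF replicate 3 (Olig1), CON replicate 4 or GF replicate 3 (Olig2) and GF replicate 2 (Sox2). With the covariate for multiply aligned pairs Sox2 was -0.0871. All of these lay near 0 in the first place.

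Of 28 values for the 2 unions of called genes, 18 were unchanged and 10 stronger. Of 234 values for the further lists 209 were unchanged, 15 stronger and 10 reversed, and of 1115 for named genes 989 were unchanged, 38 weaker, 82 stronger and 6 reversed.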

Differences from the paper's values

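Between CON and GF the paper gives 190 genes (the paper's 94 up and 96 down), and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 39 (18 up and 21 down). Among alternatives set before the data were examined, DESeq2 for 2 groups (195, 96 and 99), DESeq2 for all 12 libraries (163, 69 and 94) and no filter on low counts (221, 93 and 128) came within 1.5 times of the paper's values, and the other 16 did not. Without a filter 149 of the 221 genes are in Supplementary Table S2 and 72 are not, so this setting is close in number more than in genes. The correction for gene length and GC content, chosen after seeing the values, came within 1.5 times in total and in genes up (132 and 80) but not in genes down (52). The paper's methods name DESeq2 with default parameters on pairwise comparisons.

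Between CON and exGF the paper's Supplementary Table S2 holds 57 genes (the paper's 22 up and 35 down), against 11 (4 up and 7 down). The same 3 settings came close in total (52, 50 and 48) and in genes down (32, 37 and 30), and for genes up DESeq2 for 2 groups (20) and no filter (18) did. Of the 48 genes without a filter 36 are in Supplementary Table S2. Between GF and exGF the paper gives 15 (the paper's 8 up and 7 down), against 0, where DESeq2 for 2 groups gave 14 (7 up and 7 down). DESeq2 for all 12 libraries gave 12 (1 up and 11 down), which is close in total alone, and 2 of the 12 are in Supplementary Table S2. None of the remaining alternatives closed these gaps.

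For genes changed in GF or exGF relative to CON the paper gives 221, and for any comparison the paper gives 236, against 46 for each. DESeq2 for 2 groups (223 and 232), DESeq2 for all 12 libraries (182 and 184) and no filter (239 and 250) came close and the others did not.

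Changed in both GF and exGF were about 9 genes up and about 16 down in the paper's Fig. 1b, read by eye, against 1 and 3. DESeq2 for 2 groups (9 and 15), DESeq2 for all 12 libraries (7 and 24) and no filter (9 and 21) came close. The minus log10 of the p of Fisher's exact test for these overlaps was about 15 up and about 26 down in the paper's Fig. 1b, read by eye, against 2.33 and 7.12. The log scale was chosen after seeing the values, and on the p itself no alternative came within 1.5 times. DESeq2 for 2 groups gave 16.5 and 27.5, DESeq2 for all 12 libraries 14.9 up and no filter 17.2 up, and the other alternatives set before the data were examined did not close these gaps. The correction for gene length and GC content, chosen after seeing the values, came close upward (6 genes, Fisher's exact test, p = 1.14e-13) but not downward (5 genes, Fisher's exact test, p = 4.51e-11).

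Of the genes up in GF, the paper gives 14 as myelin-related (the paper's 14.9%) and 26 as activity-induced, together more than the paper's 40%, against 8 (44.4%), 5 and 72.2%. Fitted to 2 groups, DESeq2 gave 14 (14.6%), 25 and 39.6%, DESeq2 for all 12 libraries 11 (15.9%), 18 and 42.0%, and no filter 13 (14.0%), 20 and 35.5%. The number of myelin-related genes was also close without GF replicate 2 (10). The joint share was also close with a single edgeR fit of all 12 libraries (58.8%), with the replicate block (60%), and without CON replicate 2 (57.1%), CON replicate 4 (57.7%), GF replicate 1 (60%) or GF replicate 2 (52.9%). Of the alternatives chosen after seeing the values, the correction for gene length and GC content gave 12 (15%), 21 and 41.25%, and the covariate for multiply aligned pairs gave a joint share of 40.6%. The other alternatives did not come close.

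At an adjusted p under 0.05 the paper gives 63 genes up (the paper's 19% myelin-related, 17 activity-induced and 46% in either), against 18 (44.4%, 5 and 72.2%) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With 2 groups DESeq2 gave 63, 19.0%, 17 and 46.0%, DESeq2 for all 12 libraries 49, 22.4%, 12 and 46.9%, and no filter 58, 22.4%, 14 and 46.6%. The joint share was within 1.5 times of the paper's also with a single edgeR fit (33.3%) and without CON replicate 1, CON replicate 2, CON replicate 4 or GF replicate 1 (66.7% each), GF replicate 2 (68.4%) or GF replicate 4 (63.6%). Of the alternatives chosen after seeing the values, the correction for gene length and GC content gave a joint share of 50% and the covariate for multiply aligned pairs 61.1%. The remaining alternatives did not close these gaps.

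For Mobp the fold change is about 1.3 in the paper's Fig. 2i, read by eye, against 1.99. DESeq2 for 2 groups (1.63) and for all 12 libraries (1.52), and leaving out CON replicate 3 (1.90) or GF replicate 3 (1.77), gave values that no longer differ by the spread of the libraries, and the other alternatives set before the data were examined did not. The paper's Supplementary Table S4 gives a log2 fold change of 0.71 (the paper's 1.63-fold) for Mobp, from which the 0.99 found here does not differ by the spread of the libraries. Some values of Fig. 2i, read by eye, look permuted relative to that table, so the 1.3 is in doubt.

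The paper lists Omg, Myrf, Bdnf, Mag, Ugt8a, Gjc3, Opalin, Arc, Egr1, Nr4a1, Dusp1 and Mapk3 as changed in GF, and none was called here. All 12 of them were called by DESeq2 for 2 groups, and no filter on low counts called all except Omg. DESeq2 for all 12 libraries called Myrf, Bdnf, Ugt8a, Gjc3, Nr4a1 and Dusp1. Single settings called Ugt8a (upper-quartile normalization), Gjc3 (a single edgeR fit), Arc and Dusp1 (replicate block), Nr4a1 (replicate block and limma-voom), and, with 1 library left out, Myrf, Bdnf, Mag, Ugt8a, Gjc3, Arc, Egr1, Nr4a1, Dusp1 and Mapk3. The correction for gene length and GC content, chosen after seeing the values, called all except Omg and Opalin, and the covariate for multiply aligned pairs, also chosen after seeing them, called Mapk3.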

Other observations

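Of the tests below, those of gene length and GC content were chosen only after the result was seen.

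If group labels did not matter, other ways to split the same 8 libraries into 4 and 4 would give as many genes. Counting the real one, 2 of 35 splits gave at least the 39 genes between CON and GF, 2 of 35 at least the 11 between CON and exGF, and 35 of 35 at least the 0 between GF and exGF, which any split does, so the last count tests nothing. With the correction for gene length and GC content the numbers were 1, 3 and 6 of 35, so between CON and GF only the real split reached its count of 132. The other split of CON and GF libraries with many genes (44, and 0 after the correction) put CON replicates 1 and 2 with GF replicates 1 and 3. For the 39 and the 11 genes without the correction, and for the last 2 numbers with it, a difference between libraries that has nothing to do with the groups may be enough, as 2 and 2 of 35 splits, and 3 and 6 of 35, show.

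The largest mixed split gave 1640 genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment: GF replicate 1 with GFR2, GFR3 and GFR4 against the other GF libraries and GFR1. The first 4 libraries had 13.0% to 15.7% of pairs aligned to several places and the other 4 had 17.3% to 19.2%. Genes on its higher side had a median GC content of 56.1% and those on its lower side 42.8%. With the trend along length and GC content taken out 307 genes remained, and the largest mixed split of CON and exGF went from 421 to 181. A bias in library preparation could produce this, but the correction takes out any difference that follows length and GC content, so a bias and a difference between pools of animals cannot be told apart. With the share of multiply aligned pairs as a covariate, 3 genes were called between GF and exGF. The preparation batches of the libraries were not used here.

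GC content and gene length do not account for the myelin-related genes, since their list still rose by 0.690 in GF after the correction (exact permutation test, two-sided, p = 0.0286). More RNA of mature oligodendrocytes of every kind is a candidate explanation. The list of 19 other oligodendrocyte genes (of 20 listed, none marked in Supplementary Table S2) differed by 0.378 in GF (p = 0.114, exact permutation test, all 4 GF libraries above the CON mean), by 0.02 in exGF and by -0.36 from GF to exGF. The myelin-related genes rose more than these by 0.326 (exact permutation test, p = 0.0286), but they were picked for their rise in the same libraries. More oligodendrocyte RNA and a change in the myelin genes alone cannot be told apart. Precursor genes (7 of 8 listed) differed by -0.07 in GF, -0.05 in exGF and 0.02 between the 2.

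The list of 22 other immediate early genes (22 listed), none marked in the study's table, differed by 0.332 in GF (exact permutation test, two-sided, p = 0.0571, adjusted p = 0.279 by Benjamini-Hochberg over 39 tests), by 0.12 in exGF and by -0.21 from GF to exGF, and fry gave p = 0.0162 in GF. Whether activity-induced transcription rose beyond the genes the study chose cannot be told apart from the spread of the pools at this p. The 14 glucocorticoid-responsive genes (14 listed) differed by 0.0531 in GF, -0.03 in exGF and -0.08 between the 2. In GF 8 of the 14 were higher, and the median over genes gave -0.107. A glucocorticoid response at sampling and neuronal activity cannot be told apart, because a list near 0 whose genes go both ways decides nothing.

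Genes in phase with the clock genes of the paper's table (5 of 5 listed) differed by 0.264 in GF and 0.18 in exGF (exact permutation test, two-sided, p = 0.0571 for both) and by -0.09 between GF and exGF. The 5 genes of opposite phase (5 listed) differed by -0.05 in GF (p = 0.4, exact permutation test) and -0.07 between GF and exGF. In exGF they differed by -0.11 (p = 0.0571, exact permutation test), with all 4 libraries below the CON mean. A shift in the phase of the clock at sampling and other causes of the rise in GF cannot be told apart, because a shift needs the opposite genes to fall and their fall in GF was within the spread of the libraries. In exGF both lists went the way a shift needs, but at this p a shift is left open there too.

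The meningeal list (15 of 15 listed, none in Supplementary Table S2) differed by -0.416 in GF and -0.41 in exGF (exact permutation test, two-sided, p = 0.0571 for both, adjusted p = 0.279 by Benjamini-Hochberg over 39 tests), and by 0.01 between the 2, with all 4 libraries of each group below the CON mean. Less meningeal tissue in the GF dissections is a candidate explanation for the extracellular matrix genes called lower in GF. It cannot be told apart from lower expression in the same cells. The median over genes gave -0.49 in exGF (exact permutation test, p = 0.0286). Microglial genes (15 of 15 listed) differed by -0.12 in GF, -0.23 in exGF (exact permutation test, p = 0.0571) and -0.11 between them, endothelial genes (12 of 12) by -0.01, 0.09 and 0.10, and astrocyte genes (11 of 11) by -0.03, -0.10 and -0.07. For microglial genes in exGF, RLE normalization gave -0.24, the length and GC correction -0.21 and the median over genes -0.40. Before adjustment over the 39 tests each had p = 0.0286 (exact permutation tests), and fry gave p = 0.0212. The smallest adjusted p of the 39 tests was 0.279 (exact permutation tests with Benjamini-Hochberg adjustment), but no exact p can be under 0.0286, so an adjusted p under 0.1 would need at least 12 tests at that floor at once, and these adjusted values exclude no change.

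Of the 39 genes called in GF, 5 lay within 500 kb of another, where random sets of tested genes had a median of 2 (permutation test with 10000 random draws, p = 0.0324). They include Ifit3 and Ifit1bl1 on chromosome 19. A genetic difference between the mouse colonies could place changed genes together, since GF and CON mice came from different breeding pairs. It cannot be told apart from shared regulation of neighbouring genes or, where genes overlap, from counting without regard to strand, because each would also bring called genes within 500 kb of each other.

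Tuba1c had 0.654 CPM in GF replicate 4, 12.4 to 28.6 in the other GF libraries, 27.6 to 51.6 in CON and at most 1.19 in exGF, and the pseudogene Gm14150 also had its 5 lowest values in GF replicate 4 and exGF. Gh stood at 48.2 CPM in GF replicate 1, 17.9 in GF replicate 3, 17.0 in CON replicate 2 and under 2 in the others, and this was noticed by chance. Prl, like Gh a pituitary hormone, had 3.61, 1.61 and 1.03 CPM in the same 3 libraries and at most 0.246 in the others. Pomc, a further pituitary gene, had 1.18 CPM in GF replicate 1, 3.16 in GF replicate 3 and 2.73 in CON replicate 2. The other libraries had 0.327 to 1.72 CPM, so Pomc did not follow Gh in GF replicate 1. Pituitary tissue was not tested beyond these values. For Tuba1c and Gm14150 shared reads are treated with the genes changed more than 4-fold, and nothing else was tested.

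GF mice were housed in isolators and CON and exGF mice in the standard unit, so microbes and housing change together between GF and either of the other groups, and no test of the counts separates them.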
